# IL-17–producing follicular Th cells enhance plasma cell differentiation in lupus-prone mice

**DOI:** 10.1172/jci.insight.157332

**Published:** 2022-06-08

**Authors:** Vera Kim, Kyungwoo Lee, Hong Tian, Su Hwa Jang, Betty Diamond, Sun Jung Kim

**Keywords:** Autoimmunity, Immunology, Autoimmune diseases, Cytokines, Lupus

## Abstract

Follicular Th (Tfh) cells are key CD4^+^ Th cells involved in regulating B cell differentiation in the germinal center. Mice with conditional KO (CKO) of B lymphocyte-induced maturation protein-1 (BLIMP-1) expression in CD11c^hi^ DCs (*Prdm1* CKO) spontaneously develop a lupus-like disease. We found an increase in the number of Tfh cells in secondary lymphoid organs in lupus-prone *Prdm1*-CKO mice. B cells stimulated with Tfh cells become Ab-secreting cells (ASCs); there was an increase in ASC differentiation mediated by Tfh cells from *Prdm1*-CKO mice compared with Tfh cells from control mice. This was mainly due to the increased expression of molecules within the IL-23/IL-17 pathway in Tfh cells from *Prdm1*-CKO mice. There was an increased frequency of IL-17A^+^ Tfh cells in *Prdm1*-CKO mice. These Tfh cells secrete IL-17A and an increased amount of IL-21. Furthermore, neutralizing IL-17A and IL-21 reduced ASC differentiation induced by Tfh cells. Lastly, we found the expression of IL-1β and IL-6 was increased in BLIMP-1–deficient DCs, which are key for Th17 induction. Altogether, the lack of BLIMP-1 expression in DCs induces not only an increased number of Tfh cells, but also functionally distinct Tfh cells that lead to increased ASC differentiation.

## Introduction

The proper generation of CD4^+^ Th cells is required for both protective immune responses to pathogens and immune tolerance against self-antigens. An imbalance within Th subsets and alteration in their function can lead to deleterious autoimmune diseases, including systemic lupus erythematosus (SLE), multiple sclerosis, and rheumatoid arthritis (RA) (1). Among the Th subsets, follicular Th (Tfh) cells are crucial for the development of humoral immune responses. Differentiation of Tfh cells is initiated by stimulation with cognate antigen-presenting DCs in secondary lymphoid organs. DCs provide costimulatory signals for Tfh differentiation by secretion of cytokines and cell surface expression of costimulatory molecules, such as CD86/80 and OX40 ligand (OX40-L) (2). Expression of several key molecules, including B cell lymphoma 6 (BCL6), C-X-C Motif Chemokine Receptor 5 (CXCR5), and programmed cell death protein 1 (PD-1), is induced in Tfh cells by the initial contact with DCs. Activated Tfh cells move to the B cell-T cell boundary and into the B cell follicle where they further mature to become germinal center (GC) Tfh cells. GC Tfh cells express higher levels of BCL6, CXCR5, and PD-1 and become inducible costimulatory molecule-positive (ICOS-1–positive). Both CXCR5 and PD-1 are important for positioning of Tfh cells within the B cell region where they help B cells during GC responses (3). The transcription factor, BCL6, is a master regulator of Tfh differentiation. Tfh cells, in the GC, express ICOS-1 and produce high levels of IL-21, which are important for proliferation/survival of B cells and differentiation of plasma cells (4). Precise control of the number of Tfh cells is important to produce optimal immune protection devoid of self-reactivity. Excess numbers of Tfh cells appear to allow survival of low-affinity self-reactive B cells, leading to a loss of immune tolerance (5). The number of circulating Tfh (cTfh) cells is positively correlated with disease activity in SLE, suggesting that controlling the number of Tfh cells may be significant for prevention or treatment of disease.

Heterogeneity is a distinct feature of Tfh cells. Since their initial identification, Tfh cells have been subgrouped into Tfh1, Tfh2, and Tfh17 depending on the coexpression of BCL6 and other lineage-determining transcription factors, T-BET, GATA3, and RORγt, respectively (6, 7). cTfh cells in humans are defined by the combination of these markers, chemokine receptors CXCR3, and C-C Motif Chemokine Receptor 6 (CCR6) (8), and their production of cytokines. Not surprisingly, in addition to the increased number of Tfh cells, functional differences within the Tfh cells have been identified in patients with SLE compared with healthy individuals. Skewed expansion of Tfh17 or Tfh2 was observed in various lupus mouse models (9, 10).

In previous studies, we showed that mice with a conditional deletion of *Prdm1* in DCs (*Prdm1* CKO) develop a lupus-like syndrome with an increased number of Tfh cells and an increased number of GC B cells (11). This model is of interest as B lymphocyte-induced maturation protein-1 (BLIMP-1) deficiency in DCs phenocopies a SLE *PRDM1* risk allele (12). In *Prdm1*-CKO mice, the number of Tfh cells was increased in the secondary lymphoid organs and their TCRβ repertoire was distinct from control mice (13), but the function of Tfh cells in these mice was not addressed. Here we showed that Tfh cells are not only expanded in number but were also functionally altered, leading to an increased B cell activation in *Prdm1*-CKO mice. The Tfh cells of *Prdm1*-CKO mice secrete higher amounts of IL-21 and IL-17, secondary to increased IL-1β production from BLIMP-1–deficient DCs and IL-6 as we previously showed. This alteration may explain the altered B cell activation, which leads to pathogenic autoantibodies in SLE.

## Results

### Increased B cell activation and plasmablast differentiation by Tfh cells from Prdm1-CKO mice.

We have previously reported that there are increased Tfh cells in the secondary lymphoid organs of *Prdm1*-CKO mice compared with littermate control (CTL) mice. To test whether Tfh cells from *Prdm1*-CKO mice contribute to enhanced B cell activation, B cells were cocultured with Tfh cells from either CTL mice or *Prdm1*-CKO mice. After 7 days of coculture, activated B cells were identified by the expression of GL7 and intracellular Ig by flow cytometry as reported (14). B cells stimulated ex vivo through the B cell receptor (BCR) with either anti–IgM or 4-Hydroxy-3-nitrophenylacetyl-OVA (NP-OVA) require Tfh cells to become activated and undergo class-switching recombination (CSR). There was a higher percent of IgG1^+^ GL7^+^ B cells, but not IgM^+^ GL7^+^ B cells, when the Tfh cells in the coculture were from *Prdm1*-CKO mice than CTL mice (Figure 1A). We also measured IgG2^+^ or IgG3^+^ GL7^+^ B cells, but none of these were induced in the in vitro culture (data not shown). It is possible that enhanced Tfh cells and GC B cells resulted from fewer Tregs or their lack of suppressive function in *Prdm1*-CKO mice. There was a decrease in the percentage of Treg cells in the spleens of *Prdm1-*CKO mice but the number of Tregs was similar in the spleens of *Prdm1-*CKO and CTL mice (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.157332DS1). We also compared the generation of follicular regulator T (Tfr) (CXCR5^+^PD1^+^FOXP3^+^) in NP-chicken gamma globulin–immunized (NP-CGG–immunized) mice. Tfr was induced by immunization in both groups of mice, and the number of Tfr cells was not different in the spleens of *Prdm1* CKO compared with the CTL mice (Supplemental Figure 1B). Tfr cells from both CTL and *Prdm1*-CKO mice strongly suppressed plasmablast (PB) differentiation (Figure 1A), suggesting that Tfr cells were functionally competent in *Prdm1-*CKO mice.

The increased induction of IgG1^+^ GL7^+^ B cells by Tfh cells from *Prdm1-*CKO mice occurred with B cells from either CTL or *Prdm1*-CKO mice, implying this is Tfh-cell intrinsic (Figure 1B). The IgG1^+^ GL7^+^ B cells secrete Ig and are PBs assessed by ELISpot and IgG1 in the supernatant by ELISA. Both experiments showed that there was an increased number of Ab-secreting cells (ASCs) and a higher level of IgG in the supernatant from B cells cultured with Tfh cells from *Prdm1*-CKO mice compared with B cells with Tfh cells from CTL mice (Figure 1, C and D). In addition to the increased number of ASCs, the size of the spots was significantly bigger when B cells were cultured with Tfh cells from *Prdm1-*CKO mice (Figure 1C). The increased IgG1 PB differentiation was also observed with Tfh from lymph nodes (LNs), suggesting the functional changes in Tfh are not restricted to the spleen (Supplemental Figure 2).

### Enhanced expression of genes in IL-23/IL-17 pathway in Tfh cells from Prdm1-CKO mice.

To understand how Tfh cells of *Prdm1*-CKO mice induce enhanced B cell activation, we evaluated the expression of costimulatory molecules. Engagement of costimulatory molecules, including CD28, ICOS, OX40L, signaling lymphocytic activation molecule (SLAM), and PD-1 between T and B cells is required for B cell activation. Expression of costimulatory molecules was assessed in Tfh cells from mice 7 days after immunization. Most of the costimulatory molecules are highly expressed in Tfh cells compared with CXCR5/PD-1 double negative CD4^+^ T cells, but there was no difference in the percent of Tfh cells positive for ICOS, SLAM, or OX40 (Figure 2A) or the intensity of expression of ICOS, PD1, or CD28 in Tfh cells (Figure 2B) between CTL and *Prdm1-*CKO mice.

Since we found that the expression of costimulatory molecules on Tfh cells was not significantly altered in *Prdm1*-CKO mice, we decided to perform a more global study of Tfh cells. Tfh cells were isolated from NP-immunized, age-matched female *Prdm1* and CTL-CKO mice, and RNA-seq was performed. 

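Splenic Tfh cells were sorted from 3 CTL and 3 *Prdm1*-CKO female mice on day 7 after immunization with NP-CGG, and each mouse gave 1 Smart-seq2 library. The authors deposited raw counts of reads on 53379 genes for each mouse, made with featureCounts and without normalization. Total counts per mouse lay between 7147601 and 16973392, with a median of 8623180 in CTL mice and 14885913 in *Prdm1*-CKO mice. Of these genes, 26045 had at least 1 count in some mouse. The smallest level that each library could show, taken as 3 counts, lay between 0.177 and 0.420 CPM (counts scaled to library size) and covers counting error only. Counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test on the 14555 genes that passed its expression filter, with Benjamini-Hochberg adjustment, and all tests were two-sided. In a principal component analysis of log2 CPM, the first component held 56.4% of the variance and separated CTL replicate 2, at 134.6, from the other 5 mice, which lay between -29.1 and -24.0. CTL replicate 2 had a mean correlation across genes of 0.875 with the other mice, and the other mice had values from 0.923 to 0.944. The labels give no sequencing batch and do not say which of the CTL genotypes each CTL mouse carried.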

Differential gene expression in Tfh cells of *Prdm1-*CKO and CTL mice is presented as a volcano plot in Figure 3A. 

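No gene reached an adjusted p under 0.05 in either direction in edgeR's quasi-likelihood test of 3 *Prdm1*-CKO against 3 CTL mice, with 0 genes higher and 0 lower, and the smallest adjusted p was 0.996. At an unadjusted p under 0.05, 135 genes were higher and 207 were lower in *Prdm1*-CKO Tfh. These genes made up 2.35% of the genes tested, and an even spread of p would place 728 genes in that range. With a change of over 2-fold as well, 68 genes were higher and 101 were lower. Every *Prdm1*-CKO mouse lay above every CTL mouse in 663 genes and below in 565 genes, which is 8.44% of the genes against the 10% that chance gives for 3 mice against 3. Leaving out each mouse in turn gave from 58 to 580 genes higher and from 107 to 617 lower at an unadjusted p under 0.05, and more genes were higher than lower without CTL replicate 1 (580 and 477) and without CTL replicate 2 (225 and 138). The gene with the smallest p was *Ighv5-9-1*, an immunoglobulin V gene on chromosome 12 of GRCm38 from 113736111 to 113736630, at 20.1 ± 19.4 CPM (SD, n = 3) in *Prdm1*-CKO mice and 0.588 ± 0.233 CPM (SD, n = 3) in CTL mice. Its log2 fold change was 5.02 (standard error 0.83, adjusted p = 0.996 from edgeR), and its adjusted p was 8.64e-08 from DESeq2 and 0.00455 from edgeR without the expression filter. The gene with the smallest p among those lower in *Prdm1*-CKO Tfh was *Prps1l1*, at 0.271 ± 0.067 CPM (SD, n = 3) against 3.57 ± 2.44 CPM (SD, n = 3), a log2 fold change of -3.64 (standard error 0.77, adjusted p = 0.996 from edgeR and 0.0495 from DESeq2).

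**Figure D1:**
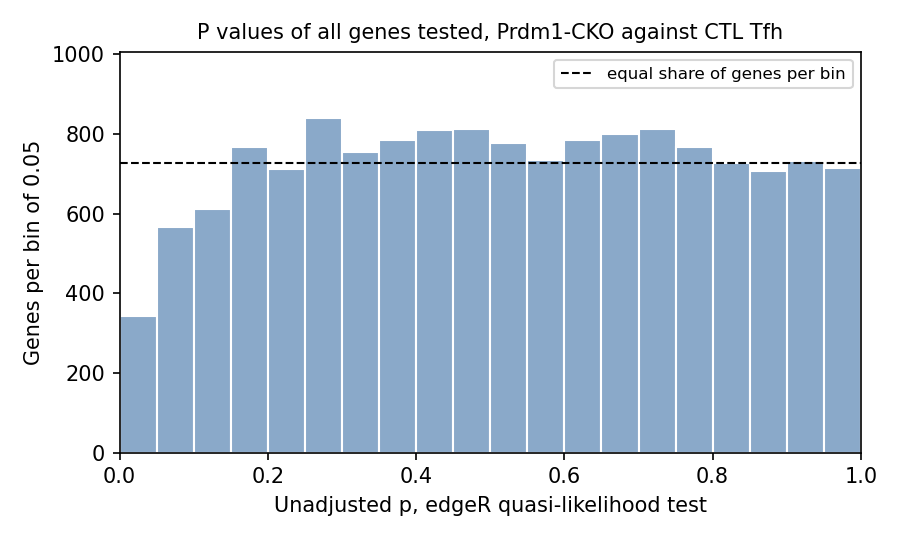
Number of genes in each bin of 0.05 of the unadjusted p, from 0 to 1, for the 14555 genes tested. The dashed line marks 728 genes, an equal share per bin, and the first bin holds 342 genes.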

There were 185 genes with increased expression (cutoff > 2-fold, *P* < 0.05) and 330 genes with decreased expression (cutoff < –0.5-fold, *P* < 0.05) in Tfh of *Prdm1*-CKO mice compared with CTL mice (Supplemental Tables 1 and 2). We focused on genes that are known to be involved in T cell differentiation and activation. 

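*Il23r*, on chromosome 6 of GRCm38 from 67422932 to 67491855, had 1, 0 and 0 counts in the 3 CTL mice and 10, 22 and 14 counts in the 3 *Prdm1*-CKO mice. With the CTL mice at the floor of 3 counts, or 0.334 CPM, its mean level in *Prdm1*-CKO Tfh was at least 3.74-fold higher. *Prdm1*-CKO replicates 1 to 3 were at 0.56, 2.23 and 0.96 CPM, so the bound leans on replicate 2. *Il17re*, on chromosome 6 from 113458484 to 113470758, had 3, 0 and 0 counts in CTL and 8, 32 and 46 counts in *Prdm1*-CKO mice. With the CTL mice at the same floor, its mean level was at least 6.82-fold higher. *Prdm1*-CKO replicate 1 was at 0.45 CPM, near the floor of 0.334 CPM, and CTL replicate 1 had as many counts as the floor. Both bounds compare group means and leave out the spread between mice. Neither gene passed edgeR's expression filter. Without the filter their log2 fold changes were 4.94 (standard error 1.63) and 4.55 (standard error 1.32), each with an adjusted p of 0.905 from edgeR. For both, every *Prdm1*-CKO mouse exceeded every CTL mouse (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). With all libraries thinned to 7147601 counts, *Il23r* had 0 counts in each CTL mouse and 5, 15 and 6 counts in the *Prdm1*-CKO mice. Among genes with few counts, even counts were in excess in every mouse. If both mates of a read pair were counted, low counts such as these hold fewer independent molecules than their number. *Tnfrsf13c* was at 8.14 ± 2.31 CPM (SD, n = 3) in *Prdm1*-CKO and 3.82 ± 1.67 CPM (SD, n = 3) in CTL mice, a log2 fold change of 1.09 (standard error 0.50, adjusted p = 0.996 from edgeR). *Cd5l*, on chromosome 3 from 87357881 to 87371073, was at 25.1 ± 5.51 CPM (SD, n = 3) against 13.3 ± 3.72 CPM (SD, n = 3), a log2 fold change of 0.92 (standard error 0.30, adjusted p = 0.996 from edgeR). Every *Prdm1*-CKO mouse also exceeded every CTL mouse in these genes. Leaving out each mouse in turn gave log2 fold changes from 0.76 to 1.31 for *Tnfrsf13c* and from 0.72 to 1.12 for *Cd5l*. Across the 6 mice *Tnfrsf13c* followed the mean log2 CPM of 14 B cell marker genes (Pearson's r = 0.958, exact permutation p = 0.00833, Spearman's rho = 0.886, exact permutation p = 0.0333), and r was 0.897 without CTL replicates 2 and 3. *Cd5l* followed the mean of 14 macrophage marker genes (Pearson's r = 0.887, exact permutation p = 0.00972, Spearman's rho = 0.829, exact permutation p = 0.0583), but r was 0.431 without CTL replicates 2 and 3, so the relation rests on those mice. These were the 2 relations computed, each with a Benjamini-Hochberg adjusted p of 0.00972 for r by exact permutation. Each group holds too few mice to give the relation within it. *Cd109*, on chromosome 9 from 78615546 to 78716253, had 4, 0 and 6 counts in CTL and 140, 32 and 10 counts in *Prdm1*-CKO mice, a log2 fold change of 3.40 (standard error 1.24, adjusted p = 0.996 from edgeR).

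**Figure D2:**
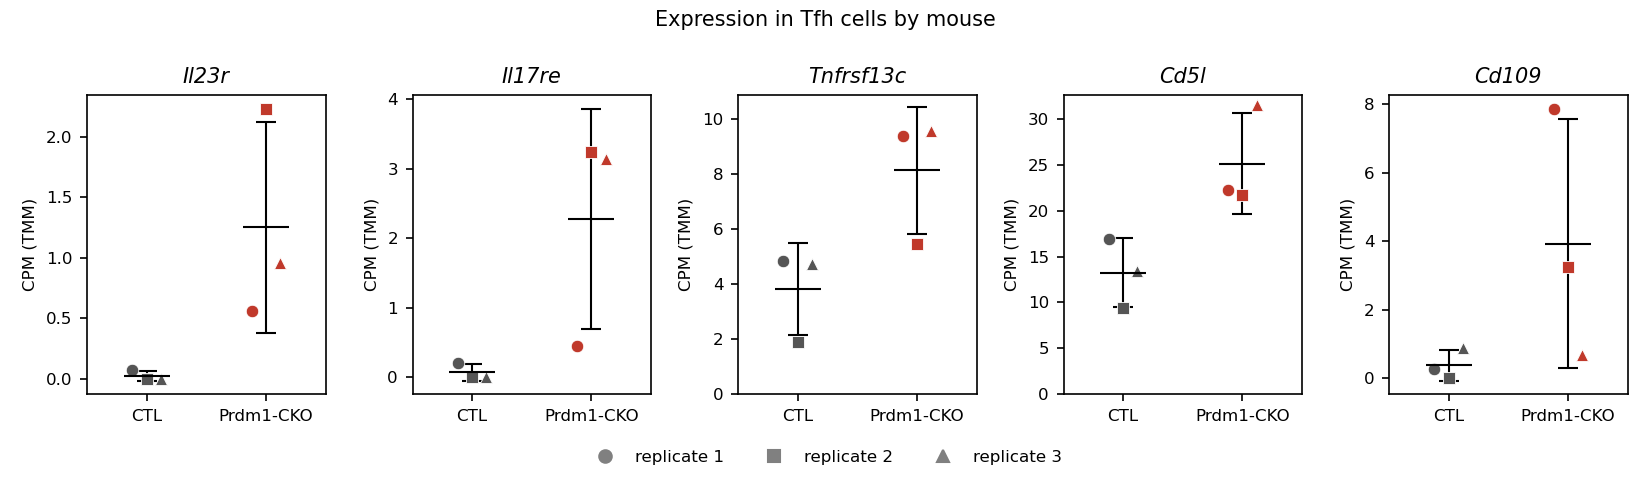
TMM-normalized CPM of *Il23r*, *Il17re*, *Tnfrsf13c*, *Cd5l* and *Cd109* in each mouse, with the mean (long line) and SD (bars) of 3 mice per group. In the first 4 panels all *Prdm1*-CKO mice lie above all CTL mice.

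**Figure D3:**
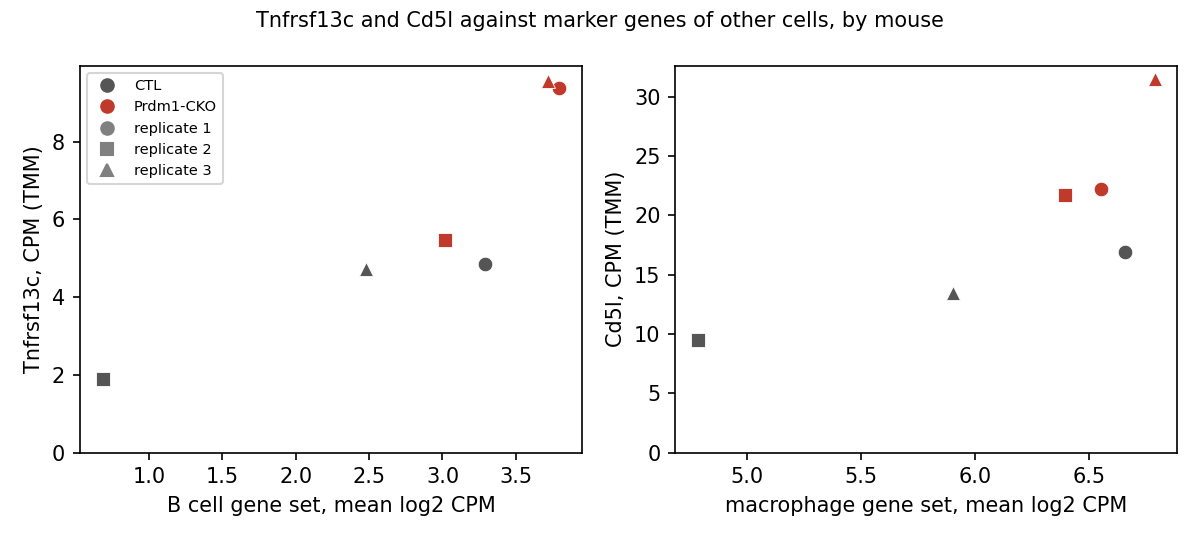
CPM of *Tnfrsf13c* against the mean log2 CPM of B cell markers, and of *Cd5l* against that of macrophage markers, with 1 point per mouse. CTL replicate 2 is lowest on both axes in both panels.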

We validated the increased expression of *Il23r*, *Il17re*, *Tnfrsf13c* (gene-encoding BAFF-R protein), and *Cd5l* in Tfh cells from *Prdm1-*CKO mice compared with Tfh cells from CTL mice (Figure 3B). Protein expression of IL-23R and BAFF-R was measured by flow cytometry. IL-23R expression on the surface of Tfh cells was positively detected on Tfh cells but not in CXCR5/PD1 double-negative CD4 T cells. IL-23R expression was higher in Tfh cells from *Prdm1-*CKO mice compared with CTL mice in both the percent of positive cells and the intensity of staining (Figure 3C).

### BLIMP-1–deficient DCs induced IL-17–producing Tfh cells by production of IL-1β and IL-6.

IL-23R signaling is important for Th17 cell differentiation (15). Although RNA-seq analysis did not show an increase in *IL-17* transcript in Tfh cells from *Prdm1-*CKO mice, increased expression of IL-23R and IL-17R prompted us to investigate IL-17 production in Tfh cells. 

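*Il17a*, *Il17b*, *Il17d* and *Il25* had 0 counts in all 6 mice, so their transcripts were not detectable at this depth. *Il17f* had 6 counts in CTL replicate 3 and 0 in the other mice. *Il17c* had 1, 8 and 0 counts in CTL and 1, 6 and 3 counts in *Prdm1*-CKO mice. Among the IL-17 receptor genes, *Il17ra* had the most counts, at 339 ± 44.2 CPM (SD, n = 3) in *Prdm1*-CKO and 312 ± 113 CPM (SD, n = 3) in CTL mice, a log2 fold change of 0.12 (standard error 0.26, adjusted p = 0.996 from edgeR). The direction reversed to -0.11 without CTL replicate 3. *Il17rb* was at 6.73 ± 1.79 CPM (SD, n = 3) against 7.64 ± 5.07 CPM (SD, n = 3), a log2 fold change of -0.19 (standard error 0.55, adjusted p = 0.996 from edgeR), and reversed to 0.43 without CTL replicate 2. Its exons overlap those of *Actr8* on the opposite strand. *Il17rc* had 10, 0 and 13 counts in CTL and 4, 2 and 19 counts in *Prdm1*-CKO mice, and *Il17rd* had 2, 0 and 4 against 10, 0 and 2 counts. *Il17re* was the only gene of these 5 receptors in which all *Prdm1*-CKO mice lay above all CTL mice. From the increase in IL-23R and IL-17R, with no increase in *IL-17* transcript, the paper reasons that IL-17 production by Tfh cells should be examined.

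**Figure D4:**
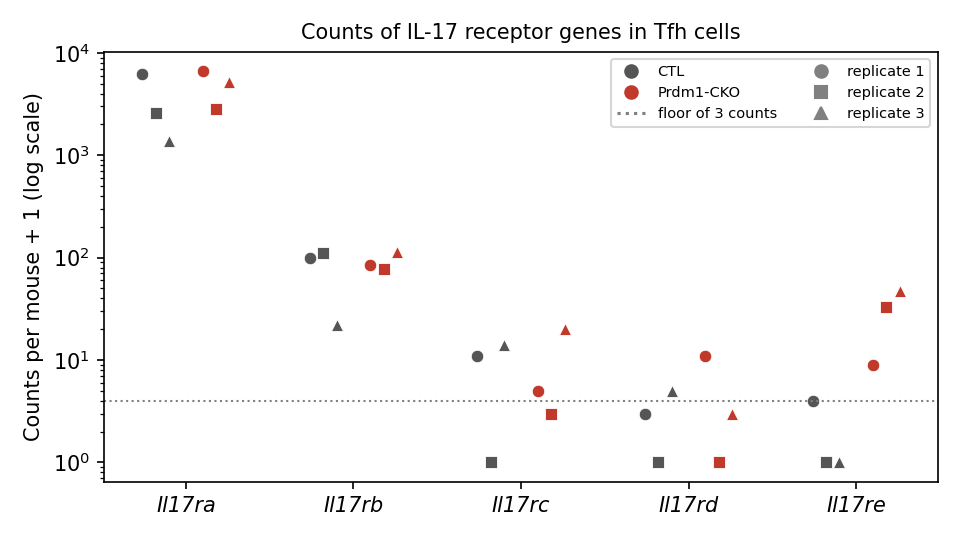
Counts per mouse plus 1, on a log axis, of the 5 IL-17 receptor genes in 3 CTL and 3 *Prdm1*-CKO mice. The dotted line marks the floor of 3 counts, and the CTL mice lie at or under it for *Il17re*.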

IL-17 expression was assessed by intracellular staining in Tfh cells from NP-immunized mice. The frequency of IL-17 positive cells was dramatically increased in Tfh cells from *Prdm1-*CKO compared with CTL mice (Figure 4A). IL-17 secretion was measured by ELISA in ex vivo-stimulated Tfh cells from immunized mice. Consistent with the data from intracellular staining experiments, there was more IL-17A in the supernatant of Tfh cells from *Prdm1-*CKO mice (Figure 4B). We also measured other members of the IL-17 family (IL-17C, IL-17E/IL-25, IL-22) and IL-6 production since IL-6 is critical for Ab production and IL-6 expression was affected by BLIMP-1 in DCs in our previous studies (11). Tfh cells produce these cytokines, but no difference was observed between *Prdm1-*CKO and CTL mice (Figure 4B and Supplemental Figure 3).

IL-21 is a signature cytokine of Tfh cells and is the most potent cytokine for PB differentiation in both mice and humans (16, 17). We could detect IL-21 production by Tfh cells from both strains of mice. There was an increase in the IL-21 protein and mRNA expression (~ 2-fold) in Tfh cells from *Prdm1-*CKO mice compared with Tfh cells from CTL mice (Figure 4C). We also compared the expression of the transcription factor musculoaponeurotic fibrosarcoma (c-MAF) (positive regulator of *Il21* transcription) and RORγt (master transcription factor of Th17 cells) within the Tfh cells (CXCR5^+^PD1^+^BCL6^+^). We could detect c-MAF expression in Tfh cells, but there was no difference in Tfh cells between *Prdm1*-CKO and CTL mice. In contrast, we found increased RORγt expression in Tfh cells from *Prdm1*-CKO compared with CTL mice (Figure 4D).

To understand the mechanism for the increase in IL-17 and IL-21 production in Tfh cells in *Prdm1*-CKO mice, we investigated cytokine production by DCs from immunized mice. We measured expression of *Il6*, *Il23a*, and *Il1b,* which are required for IL-21 and IL-17 production, respectively. There was increased expression of both *Il6* and *Il1b* in BLIMP-1–deficient DCs compared with CTL DCs. The expression of *Il23a* is very low in both groups of DCs, and we could observe only a trend toward an increase in IL-23 in BLIMP-1–deficient DCs (Figure 5A). We confirmed that the secretion of IL-6 and IL-1β by ELISA and both cytokines were higher in supernatant from BLIMP-1–deficient DCs than CTL DCs (Figure 5B). Secretion of IL-1β from the cells requires a cleavage of pro–IL-1β by active caspase-1 (18). Expression of *Nlrp3* and the level of active Caspase-1 is higher in BLIMP-1–deficient DCs supporting the increased secretion of IL-1β by BLIMP-1–deficient DCs (Figure 5C). Activation of the STAT3 pathway is required for Tfh differentiation and IL-21 expression in mice (19). BLIMP-1–deficient DCs induced enhanced STAT3 phosphorylation in naive CD4^+^ T cells compared with control DCs, and this could be prevented by anti–IL-6 Abs (Figure 5D). Although IL-1β secretion was higher by BLIMP-1–deficient DCs, IL-1β did not affect STAT3 activation in T cells as there was a minimal effect on STAT3 activation by the anti–IL-1β Ab (Figure 5D).

Next, we investigated whether IL-1β and IL-6 contribute to differentiation of IL-17^+^ Tfh cells using the in vitro Tfh differentiation assay. DCs and B cells were isolated from NP-CGG–immunized CTL or *Prdm1*-CKO mice. Naive CD4^+^ T cells were isolated from CTL mice and cocultured with DCs under Tfh differentiation conditions (11). Since IL-6 is required for Tfh differentiation, we added a low dose of anti–IL-6 Ab to prevent complete blocking of Tfh differentiation. There was a similar level of Tfh differentiation (CXCR5^+^PD1^+^BCL6^+^ expression), but this was unaffected by neutralizing Abs (Figure 6, A and B). However, the percentage of IL-17A–expressing Tfh cells was significantly decreased when the culture included either anti–IL-6 or anti–IL-1β Ab (Figure 6, A and C). These data suggest that an increased secretion of IL-6 and IL-1β from BLIMP-1–deficient DCs contributes to enhanced IL-17 and IL-21 in Tfh cells.

### Increased production of IL-17 and IL-21 from Tfh cells are responsible for enhanced B cell differentiation.

To test whether the increased IL-17 and IL-21 from Tfh cells are responsible for increased PB differentiation, we blocked IL-17 or IL-21 during the in vitro coculture of B cells and Tfh from *Prdm1*-CKO mice. Neutralizing Abs against either IL-17A or IL-21 showed little impact on induction of GL7^+^-proliferating B cells. However, blocking of these cytokines significantly suppressed IgG1^+^ GL7^+^ B cells (Figure 7A) and secretion of IgG1 (Figure 7B). The decreased IgG1^+^ B cells is presumably due to the blocking of CSR since the percentage of IgM^+^ GL7^+^ B cells was higher in cultures with anti–IL-17/IL-21 than control IgG (Figure 7A). Interestingly, the combination of anti–IL-17 and anti–IL-21 showed synergistic suppression in IgG1 secretion and modest inhibition of B cell activation as well. We also added recombinant IL-17 or IL-21 into the coculture of B cells and Tfh cells from control mice. Exogenous cytokines increased activation of B cells in cultures of B cells alone, but not in B cells with Tfh cells. IL-17 or IL-21 decreased the percentage of IgM^+^ GL7^+^ B cells and trends toward an increase in the percentage of IgG1^+^GL7^+^ cells, though it was not statistically significant (Figure 7C). The increase was confirmed by an increased secretion of IgG1 by exogenous IL-21 or IL-21/IL-17, but not IL-17 alone, from B cells and B cells with CTL Tfh (Figure 7D). The change of IgG1 PB by treatment of recombinant cytokines or neutralizing antibody was calculated (Figure 7E). These data suggest that increased secretion of IL-17 or IL-21 from Tfh cells is responsible at least partly for IgG1 PB differentiation.

## Discussion

In this study, we demonstrated that Tfh cells in lupus-prone *Prdm1*-CKO mice are not only increased in number but are also different functionally from Tfh cells in CTL mice. There was increased production of IL-21 and IL-17A in Tfh cells in *Prdm1-*CKO mice. Tfh cells from *Prdm1-*CKO mice showed stronger B cell activation and induced more IgG1 PB differentiation in vitro. Increased IL-21 and IL-17 are important for PB differentiation by Tfh cells since blockade of these cytokines suppressed differentiation into IgG1^+^ PB without changing B cell proliferation. Compared with CTL DCs, BLIMP-1–deficient DCs produced higher amounts of IL-1β and IL-6 after immunization, and these cytokines may play a critical role in differentiation of IL-17/IL-21–producing Tfh cells in *Prdm1-*CKO mice.

It has been accepted that an expanded Tfh cell number can break B cell tolerance and an expansion of Tfh cells has been observed in various mouse models of lupus (2, 20). The increased Tfh cells in the circulation are known to be positively correlated with disease activity or the level of anti-dsDNA Abs in patients with SLE (21). Our previous study found an expansion of Tfh cells contributing an expansion of GC B cells and development of autoreactive Abs in female *Prdm1*-CKO mice. The random nature of somatic hypermutation permits B cells to acquire autoreactivity in the GCs and an excessive number or overactivation of Tfh cells can corrupt negative selection, allowing survival of autoreactive B cells. Therefore, the expansion of Tfh cells and GC B cells should be tightly regulated by Tregs (Tfr) and failure of Tfr can lead to an aberrant GC phenotype (14). Therefore, we assessed the regulatory T cells in lupus-prone *Prdm1*-CKO mice. The number of Treg cells is equivalent to the number in CTL mice, and, more importantly, they have intact suppressive function, suggesting that the expansion of Tfh cells and B cell activation did not result from the lack of Treg or from inadequate Treg function in *Prdm1*-CKO mice. Instead, the difference was due to a functional difference of Tfh cells since the same number of Tfh cells from either group of mice was added to B cell cultures. There was no difference in the expression of costimulatory molecules in Tfh cells between CTL and *Prdm1-*CKO mice. However, Tfh cells in *Prdm1-*CKO mice have a heightened Th17 pathway and secrete an increased level of IL-21. It is known that IL-21 and IL-17 work positively for plasma cell differentiation (22, 23) and the blocking of these cytokines effectively decreased the number of PBs and the level of secreted IgG1 during our in vitro culture with Tfh cells from *Prdm1*-CKO mice. Similarly, exogenous recombinant IL-17 or IL-21 increased the level of secreted IgG1 in Tfh and B cocultures but did not increase the number of PBs. This suggests that there are additional molecular changes for PB survival or PB proliferation present in Tfh cells from *Prdm1*-CKO mice.

Our finding of increased IL-17^+^ Tfh cells (potentially a counterpart of Tfh17 in humans) in *Prdm1*-CKO mice is interesting, since this phenocopies patients with autoimmune diseases (2). Patients with juvenile dermatomyositis displayed a decrease in the percent of Tfh1 subsets and an increase in the percent of Tfh2 and Tfh17 subsets among Tfh cells in the blood (8). In patients with SLE, an increased activation status of circulating Tfh cells has been observed (21). A selective increase in Tfh17 subsets has been positively correlated with disease activity in SLE (21). Moreover, these alterations in Tfh subsets are a rather stable phenotype over years in patients with SLE (24). These studies underscore that functional changes of Tfh cells are important for pathogenesis of disease. Tfh17 cells produce IL-17 in addition to IL-21 in both mice and humans (25). Tfh17 cells appear to share many features with Th17 cells, but the regulation of their development and function are not clearly understood. BCL6 and c-MAF are required for expression of key molecules, including IL-21 and ICOS, but whether they directly regulate IL-17 is not clear. Neither is the role of c-MAF in Tfh cells in Prdm1-CKO mice clear, since we did not find a difference in the level of expression. Instead, we found the increased expression of RORγt in Tfh cells from Prdm1-CKO mice, suggesting that RORγt may be responsible for differentiation of IL-17^+^ Tfh cells similar to Th17 cells. Th17 cell differentiation depends on IL-6 plus TGF-β, TGF-β plus IL-21, IL-1β plus IL-6, or IL-1β plus IL-23 (26–28); whether the same combination induces Tfh17 differentiation is not known. In our mouse model, we did not find a difference in IL-23 production from BLIMP-1–deficient DCs although there was an increased expression of IL-23R in Tfh cells. Instead, BLIMP-1–deficient DCs secrete more IL-6 and IL-1β. These cytokines are required for production of IL-17 by Tfh17 as neutralizing Abs significantly inhibit this process.

The increased production of IL-1β from BLIMP-1–deficient DCs is potentially important. In previous studies, we observed an increase in IL-1β production from colonic DCs in acute colitis-induced *Prdm1*-CKO mice (29). In addition to Th17 cell differentiation, IL-1β has shown to activate the production of IL-4 and IL-21 by Tfh cells in vitro (30) which will augment B cell activation. IL-1β induced a strong proliferation of Tfh cells, and this may contribute to the increased proportion of Tfh cells in *Prdm1*-CKO mice. We will need to confirm whether any of the functional changes in Tfh cells depend on IL-1β from BLIMP-1–deficient DCs.

The immunomodulatory function of IL-17 on B cells and autoantibody production has been shown as well. IL-17 enhances T-B interactions leading to GC development (9) and increases the longevity of long-lived plasma cells (22). Adoptive transfer of Th17 cells and PBMCs from patients with SLE into lymphocyte-deficient recipient mice leads to autoantibody production (31). IL-17 induces CSR to IgG1 and IgG2b (22), which are often high-affinity pathogenic Abs. Although we did not observe IgG2b class switching in our in vitro study, we observed a significant increase in IgG2 anti-dsDNA Abs development in vivo in our previous report (11). We also observed that blocking IL-17 effectively suppressed both PB differentiation and Ab secretion. However, the addition of IL-17 and IL-21 increased Ab secretion but not the number of class-switched PBs. These data suggest that there are other molecules from Tfh cells that cooperate with IL-17 for B cell activation.

The importance of Th17 cells and IL-17–producing T cells in disease progression and pathogenic roles has been observed. In mice, tissue infiltrating IL-17–producing cells have been identified in the kidney, skin, and secondary lymphoid organs in Murphy Roths Large/*lpr* (MRL/*lpr*) and B6-by-D2 (BDX2) mice model of lupus (32). In patients with SLE, there are high serum levels of IL-17 and an increased number of Th17 cells (33–35). Moreover, increased IL-17 levels were shown to be associated with poor histopathological outcomes after immunosuppressive treatment in patients with lupus nephritis (36). Indeed, high levels of IL-17 and related proinflammatory cytokines are detected in kidneys from patients with lupus nephritis (33). In line with these observations, IL-17^+^ T cells, including Th17 and CD4-CD8–double-negative (CD4-CD8–DN) T cells, have been found in kidneys from patients with SLE (33, 37). Therefore, a greater understanding of how Th17 cells and IL-17 are involved in the pathogenesis of SLE will help determine whether IL-17 is a promising therapeutic target. Novel biologic agent targeting directed toward IL-17 (secukinumab, ixekizumab, bimekizumab) and IL-17R (brodalumab) are approved for the treatment of psoriasis in the United States (38). A phase III, randomized, double-blind, placebo-controlled, 2-year study to evaluate the efficacy and safety of secukinumab in combination with standard therapy in patients with SLE with active nephritis (NCT04181762) is currently ongoing. Our findings show the importance of IL-17 and support the translation to clinical studies.

In summary, this study demonstrates a causal relationship between DC-driven functional changes in Tfh cells and B cell differentiation. This link substantiates the original hypothesis that changes in Tfh function as well as Tfh number are important for SLE.

## Methods

### Animals.

*Prdm1*-CKO (*Prdm1^fl/fl^*; *CD11c^–^CRE^+^*) mice and their CTL mice (*Prdm1^fl/fl^; CD11c^–^CRE^–^* and *Prdm1^+/+^*; *CD11c^–^CRE^+^*) were generated as reported in a previous study (11) by a stable breeder at the specific pathogen-free (SPF) animal facility at the Feinstein Institutes for Medical Research (FIMR). Foxp3-GFP *Prdm1-*CKO mice were generated by the crossmating of B6.Cg-Foxp3-GFP (The Jackson Laboratory, 006772) with *Prdm1-*CKO mice and housed at the FIMR animal facility.

Female 6- to 8-week-old mice were immunized with 100 μg NP-CGG (Biosearch Technologies,) in CFA either by i.p. or s.c.

### In vitro PB differentiation.

The in vitro PB differentiation protocol of the previous study was followed with slight modifications (14). Mice were immunized with NP-CGG either by s.c. or i.p. On day 7 following immunization, B cells ( $ $^+^), Tfh (TCRβ^+^CD4^+^CXCR5^+^PD1^+^FOXP3^–^), and Tfr (TCRβ^+^CD4^+^CXCR5^+^PD1^+^FOXP3^+^) were isolated by cell sorter, FACSAria, from spleens or LNs. A total of 5 × 10^4^ of B cells were cultured with or without 3 × 10^4^ Tfh alone or with 1.5 × 10^4^ Tfr. To stimulate T and B cells, anti-CD3 (2 μg/mL) and anti-IgM F(ab’)_2_ (5 μg/mL) were included in the culture medium. For the activation of antigen-specific T and B cells, NP-OVA (20 μg/mL) was added instead of anti-IgM. Cells were cultured for 6 days and PB differentiation was investigated by GL-7^+^ intracellular Ig (IgG1, IgM, IgG2, and IgG3) in the live B cells.

For certain experiments, 10 μg/mL of anti–IL-17–neutralizing Abs (Invitrogen, model 1402nAF); 1 μg/mL of anti–IL-21 (Invitrogen, model FFA21); 10 μg/mL mouse IgG1 kappa (Invitrogen, model P3.6.2.8.1); and 1 ng/mL of recombinant mouse (rm) IL-17 (R&D Systems) or 1 ng/mL of rmIL-21 (Peprotech) were added at day 0 of coculture.

### ELISpot assay.

A 96 well plate (Thermo Scientific, Immulon 2 HB) was coated with goat anti–mouse IgG1 Abs (10 μg/mL) (Southern Biotech, model 15H6) in PBS. The next day, the plate was washed with sterile PBS 3 times in hood and blocked with culture medium for 90 minutes at 37°C. Cells were counted and prepared in culture medium. Each sample was plated as a duplicate and 2-fold serial dilution to prevent saturation. Cells were incubated at 37°C in a CO_2_ incubator overnight. The next day, the plate was washed with wash buffer (PBS with 0.05% Tween 20) 5 times and incubated with polyclonal goat anti–mouse IgG-biotin (2 μg/mL) (Southern Biotech) in culture medium for 2 hours at 37°C. The plate was washed after the incubation 5 times with wash buffer and streptavidin-alkaline phosphatase (streptavidin-AP) (1:1000 dilution in medium) (Southern Biotech, catalog 7100-04) was incubated for 1 hour at 37°C. The plate was then washed 5 times with wash buffer and substrate (5-BCIP) in AMP buffer (0.75 mM MgCl2, 9.58% 2-amino-methyl-1-propanol, 0.01% Triton X, pH 10.25) and developed at room temperature for 1–2 hours until the spots became visible. The plate was rinsed with distilled water to stop the development and dry the plate. Spot counting and spot image were analyzed at Cellular Technology.

### Isolation of Tfh and RNA-seq.

Age-matched control and *Prdm1*-CKO female mice were sacrificed, and spleens were collected for Tfh isolation. Live CD4^+^ Tfh cells (FVD^–^TCRβ^+^CD4^+^CXCR5^+^PD1^+^) was sorted on the FACSAria (BD Bioscience), snap-frozen in liquid nitrogen, and kept at –80°C until sequencing.

RNA was purified by RNeasy micro kit (QIAGEN), and the quantity and quality of purified RNA was confirmed by Nanodrop 2000 (Thermo Scientific) and Agilent 2100 Bioanalyzer. RNA samples that had a higher RNA integrity number than 7 were further processed for library prep and sequencing. Library preparation and sequencing were performed at the Broad Institute by the Smart-seq2 method (39). Briefly, 50 ng of high-quality RNA was used for library construction and sequenced on an Illumina NextSeq500. A High-Output Kit was used to generate 2 x 25 bp reads (dual-index reads). Sequencing data were processed and aligned utilizing mm10 (University of California, Santa Cruz [UCSC]) and the corresponding GENCODE mouse genome (GRCm38) version 9 (Ensembl 84) annotation. FeatureCount (v1.4.6) was performed to convert the raw count files from aligned BAM files. 

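With an absolute log2 fold change over 1.5 and an unadjusted p under 0.05, edgeR's quasi-likelihood test gave 46 genes higher and 67 genes lower in *Prdm1*-CKO Tfh. DESeq2's Wald test with default settings gave 134 genes higher and 215 lower at the same cutoffs, among 26030 genes with a p. At an adjusted p under 0.05 and no cutoff on the fold change, DESeq2 gave 7 genes higher and 2 lower. The paper's Supplemental Tables 1 and 2 list 185 and 330 genes, of which 179 and 315 had a single gene identifier in the count files. In DESeq2, 169 of the 179 genes of Supplemental Table 1 and 295 of the 315 genes of Supplemental Table 2 had an unadjusted p under 0.05. Across these genes the log2 fold changes from DESeq2 had a correlation of 0.999 with the paper's for Supplemental Table 1 and of 0.990 for Supplemental Table 2, and genes are not independent replicates. In edgeR, 145 genes of Supplemental Table 1 and 255 of Supplemental Table 2 were tested, and 119 and 191 of them had an unadjusted p under 0.05. With each mouse left out in turn, this number ran from 45 to 102 for Supplemental Table 1 and from 67 to 205 for Supplemental Table 2.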

Differential gene expression (DGE) analysis was performed utilizing DESeq2 with absolute values of log_2_ (fold change) greater than 1.5 as cutoffs to detect DGE. The RNA-Seq raw FASTQ files were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE201242).

### RNA isolation for qPCR.

Total RNA was isolated by RNeasy mini kit (QIAGEN) for RNA-seq and by Direct-zol RNA Micro Prep (Zymo Research) for quantitative PCR (qPCR). To avoid genomic DNA contamination, in-column DNA digestion was performed for all the RNA preparation per manufacturer’s protocol. The quantity of RNA was measured by nanodrop and 200–500 ng of total RNA was used for cDNA synthesis by iScript cDNA synthesis kit (Bio-Rad). This was followed by real-time quantification using qPCR Master Mix (Invitrogen) by gene-specific primers purchased from Taqman (Invitrogen) by Light Cycler 480 II (Roche): Mm00519942_m1 (*Il23r*); Mm01189488_m1 (*Il17re*); Mm00462151_m1 (*Cd109*); Mm00840578_g1 (*Tnfrsf13c*); Mm00437567_m1 (*Cd5l*); Mm00517640_m1 (*Il21*); Mm00446190_m1 (*Il6*); Mm00518984_m1 (*Il23a*); Mm00434228_m1 (*Il1b*); Mm00840904_m1 (*Nprl3*); Mm00839502_m1 (*Polr2a*); and Mm07297497_g1 (*Rplp1*). The difference in Ct values for expression for each gene was calculated by normalization to the level of housekeeping genes *Polr2a* and *Rplp1*.

### Phospho-STAT3 in T cells.

Naive CD4^+^ T cells were isolated and rested in complete media with a reduced serum (5% FCS) for 3 hours. DCs were purified by cell sorter from spleens of day 7 NP-CGG–immunized control or *Prdm1-*CKO female mice. Rested T cells were stimulated with DCs or 100 ng of rmIL-6 (positive control) for 15 minutes in an incubator at 37°C, then the stimulation was stopped by adding 20 volumes of Lyse/Fix Buffer (BD Pharmingen) for 10 minutes at 37°C. Cells were washed and surface staining of CD3 and intracellular staining of STAT3 and phospho-STAT3 were performed.

### In vitro Tfh differentiation.

In vitro Tfh differentiation was performed as described in a previous report (11) with slight modifications. DCs and B cells were isolated from spleens of 6- to 8-week-old control or Prdm1-CKO female mice 7 days after immunization with NP-CGG in CFA. Naive CD4^+^ T cells were isolated from spleens of CTL mice by EasySep isolation kit and cocultured with B cells and DCs at a 5:5:1 ratio, respectively, in the presence of Tfh differentiation cocktails (10 μg/mL of each anti–IL-4 (eBioscience, model 11B11), anti–IFN-γ (eBioscience, model XMF1.2), anti–TGF-β (R&D Systems, model 1D11), recombinant murine IL-6 (30 ng/mL), and IL-21 (50 ng/mL). To stimulate T cells, 2.5 μg/mL of anti-CD3 Ab (BD Pharmingen, model 145-2C11) was precoated on the plate or NP-OVA (10 μg/mL) was added. Neutralizing Abs against IL-1β (10 μg/mL; eBioscience, model B122), IL-6 (1 μg/mL; eBioscience, model MP5-20F3), or control IgG (10 μg/mL; eBioscience, model eBRG1) was added during the coculture. After 4 days of culture, Tfh cells were identified by expression of CXCR5, PD-1, and BCL6 in FVD-negative live CD4^+^ T cells. To measure the IL-17A expression, cells were stimulated with PMA (100 ng/mL), ionomycine (1 μg/mL), and brefeldin A (BFA) (20 μg/mL) for 5 hours on the day of assay. Intracellular staining for IL-17A and BCL6 was performed using True Nuclear staining kit (BioLegend) per manufacturer’s protocol.

### Flow cytometry analysis and Abs for flow cytometry.

Single cell suspensions (~ 2 × 10^6^ cells) were prepared and washed with cell staining buffer (2% FBS, 1 mM EDTA in PBS). Optimal concentration of each Ab was determined and Ab cocktail solution (including FVD to exclude dead cells) (eBioscience) was prepared in staining buffer. Cells were incubated with Ab cocktail solution for 15 minutes on ice, protected from direct light. After incubation, cells were washed twice with staining buffer. Intracellular staining was performed after completion of surface/FVD staining. Intracellular staining was performed with FOXP3 staining buffer kit (eBioscience) per the manufacturer’s protocol. To stain the intracellular cytokines, cells were stimulated with PMA (100 ng/mL; Sigma-Aldrich), ionomycin (1 μg/mL; Sigma-Aldrich), and BFA (20 μg/mL; BioLegend) for 6 hours before staining. Cells were acquired using a Fortessa flow cytometer (Beckman) and analyzed by FlowJo software (Tree Star).

The following Abs were purchased from BioLegend: anti-TCRβ (H57-597); anti-CD8 (53-6.7); anti-ICOS (C398.4A); anti–IL-23R (12B2B64),; anti-CD28 (37.51); anti–BAFF-R (7H22-E16); anti-SLAM (TC15-12F12.2); and anti-OX40 (OX-86). The following Abs were purchased from eBioscience: anti-CD4 (GK1.5); PD1 (J43); anti–IL-17A (eBio1787); anti–c-Maf (Sym0F1); anti-RORγt (AFKJS-9); anti–phospho-STAT3 (LUVNKLA); anti-STAT3 (9D8); and anti-IgM (11/41). Anti–GL-7 (GL7); rat anti–mouse CXCR5 (5571961); anti-BCL6 (K112-91); anti-IgG1 (A85-1); anti-IgG2a/2b (R2-40); and anti-IgG3 (R40-82) were purchased from BD Bioscience. SA-APC (S868) was purchased from Life Technologies.

### ELISA.

IL-6 in the supernatant was measured by anti–mouse IL-6 DuoSet (both from R&D Systems), according to the manufacturer’s protocol. IL-21 and IL-17 in the supernatant were measured by Mesoscale Discovery (MSD) U-Plex Th17 Combo Kit (catalog K15078K-1, according to the manufacturer’s protocol.

For Ig ELISA, a 96 well plate (Costar) was coated with 1 μg/mL of goat anti–mouse Ig polyclonal Abs (Southern Biotechnologies) in PBS at 4°C overnight. The next day, the plate was washed with washing buffer (0.05 % Tween 20 in PBS) and blocked with 1% BSA in PBS for 2 hours at 37°C in an incubator. Samples and purified Ig (for standard) were diluted in 0.2% of BSA in PBS and incubated for 1 hour at 37°C. Bound Ig was detected by AP-conjugated anti-Ig (Southern Biotechnologies) in 0.1% BSA in PBS for 1 hour at 37°C. For NP-specific ELISA, 10 μg/mL NP 2-BSA or NP 26-BSA (Bioresearch Technologies), coated plates were prepared. Each plate was developed with p-nitrophenyl phosphate (Sigma), and OD was measured at 405 nm by Victor3 (Perkin Elmer).

### Caspase activity assay.

To measure the activity of caspse-1 in the cells, FAM-FLICA caspase assay kit (BioRad) was used and the labeling protocol was followed according to the manufacturer’s instruction with modification. Briefly, T cells were harvested up to 5 × 10^6^ and incubated with 300 μL of 1x FLICA solution for 30 minutes at 37°C. At the end of labeling, 200 μL of propidium iodide (PI) solution, provided in the kit, was added directly into the FLICA solution (final 500 μL) and incubated for 5 minutes at 37°C. Labeled cells were washed with wash buffer (provided in the kit) twice and analyzed by Fortessa using the FL-1 (FLICA) and FL-2 (PI) channels.

### Statistics.

A 1-way ANOVA test or unpaired 2-tailed Student’s *t* test (Mann-Whitney) was used for statistical analysis with GraphPad Prism 9 software. For the comparison with more than 2 groups, the Bonferroni or Dunnett’s corrections were performed. A *P* value less than 0.05 was considered significantly different. No exclusion of sample was done.

### Study approval.

All the experiments were conducted followed the guidance in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the committee on the Ethics of Animal Welfare of the FIMR (2009-048 term IV).

## Author contributions

SJK designed the experiments. VK, KL, HT, SHJ, and SJK performed the experiments and analyzed the data. BD and SJK wrote the manuscript. KL performed bioinformatic analyses. All authors reviewed and approved the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
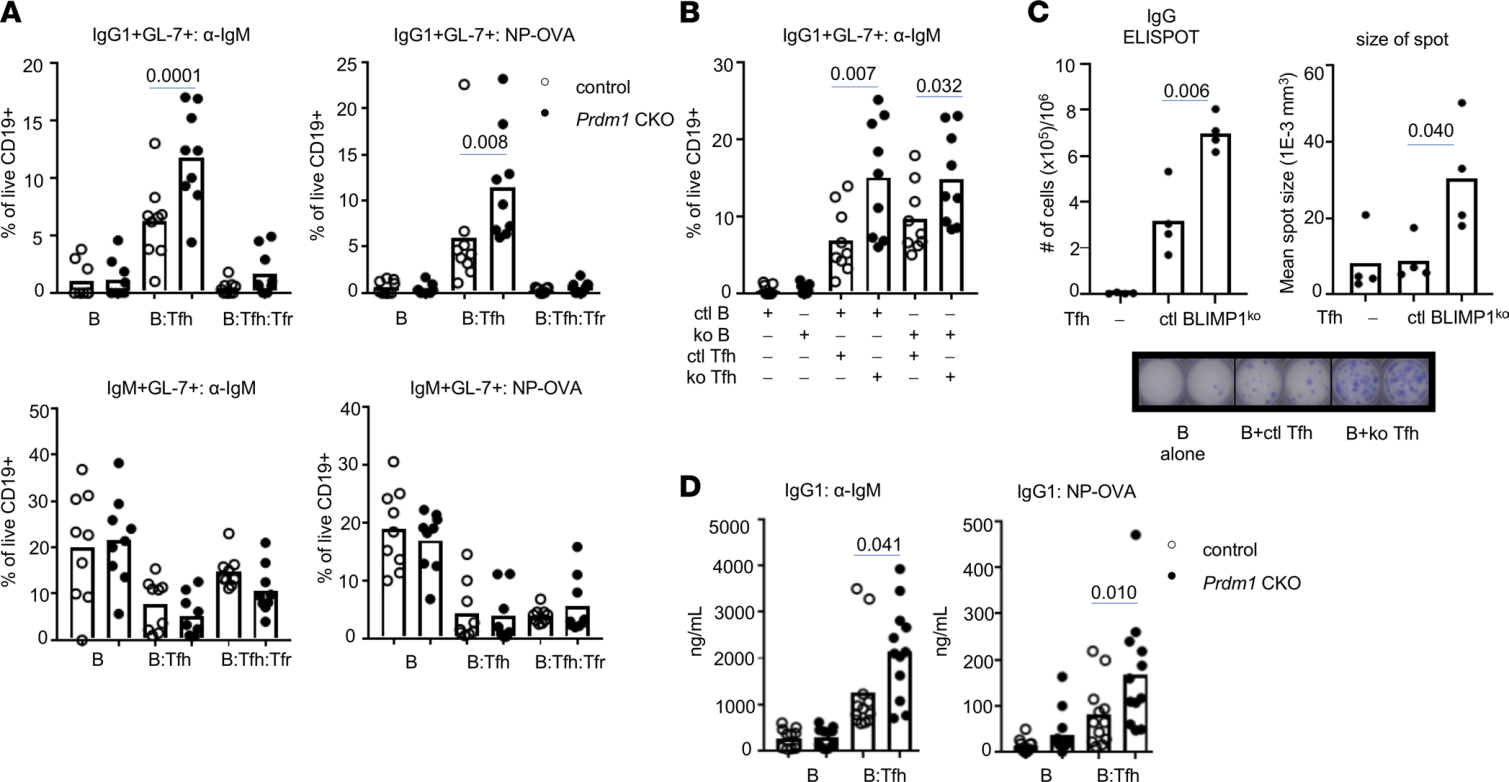
Increased IgG1^+^ PB differentiation by Tfh cells from *Prdm1-*CKO mice. FOXP3-GFP, *Prdm1*-CKO or FOXP3-GFP, and control mice (6- to 8-week-old females) were immunized with NP-CGG and live B cells (CD19^+^), Tfh (TCRβ^+^CD4^+^CXCR5^+^PD1^+^FOXP3^–^), and Tfr (TCRβ^+^CD4^+^CXCR5^+^PD1^+^FOXP3^+^) cells were isolated by cell sorter. (**A**) Isolated B cells were cultured alone, with Tfh, or with Tfh and Tfr in the presence of anti-IgM with anti-CD3 antibodies or NP-OVA with anti-CD3 antibodies as indicated in the figure (legend indicates the source of T cells; open circle is CTL mice and closed circle is *Prdm1*-CKO mice). After 7 days of culture, isotype-specific PB was identified by staining of GL7, IgG1 (upper graph), and IgM (bottom graph) (*n* = 9 for both CTL and KO). (**B**) IgG1 PB differentiation was performed with B cells from CTL mice or *Prdm1*-CKO mice (*n* = 9 for both CTL and KO). (**C**) Number of IgG1-secreting PB was quantified by ELISpot. A representative image of spots from 4 independent experiments (duplicates of each culture condition) and the graphs indicate the number of spots (on the left) and the mean spot size (on the right) (*n* = 4). (**D**) Secreted IgG1 in the supernatant was measured by ELISA. Each dot represents an individual mouse in **A**, **B**, and **D** or an individual experiment in **C**. Bar indicates the mean (*n* = 12) from 3 independent experiments. A 1-way ANOVA with Bonferroni correction was used for statistical analyses.

**Figure 2:**
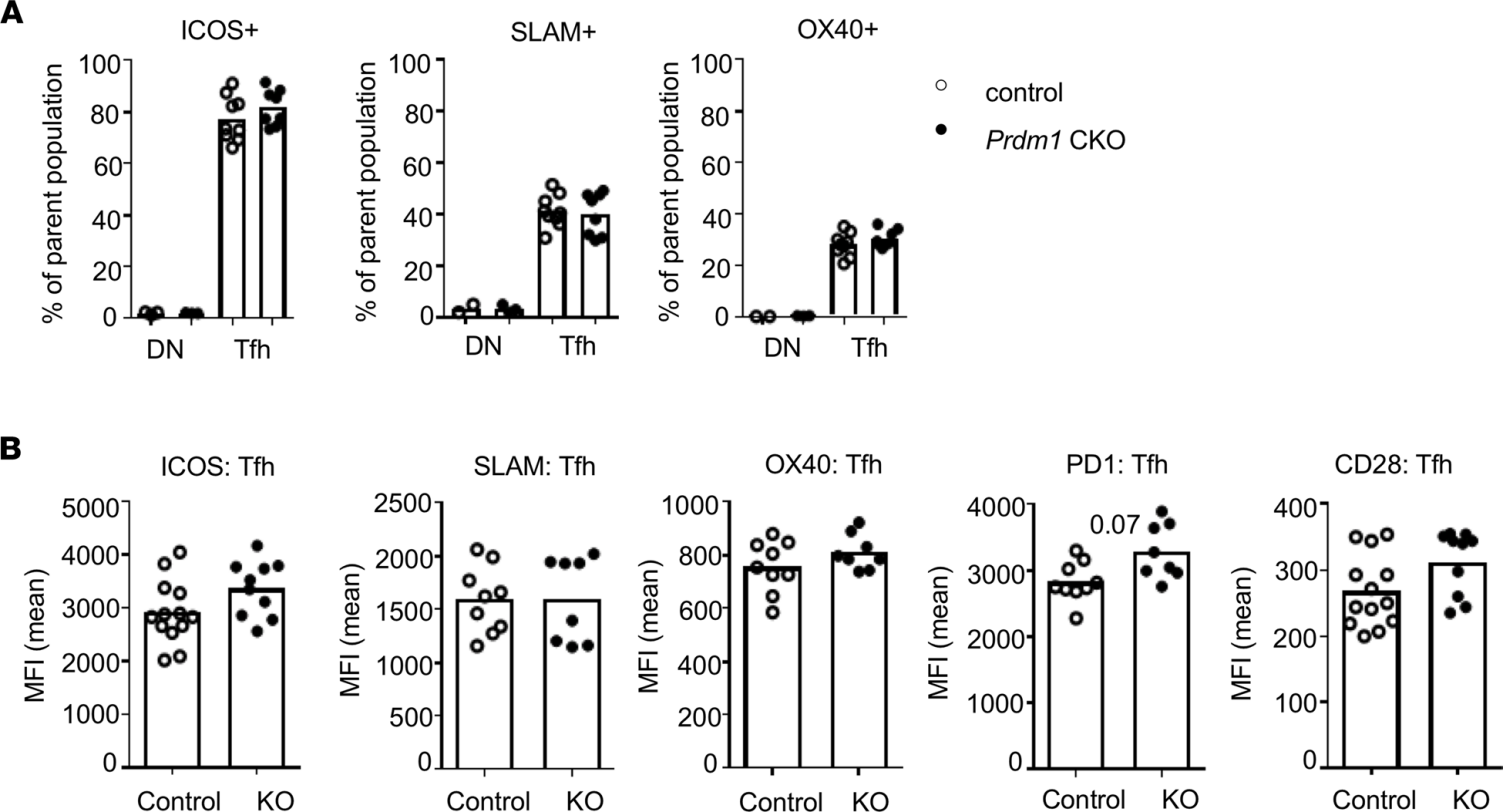
Expression of costimulatory molecules on Tfh cells. FOXP3-GFP *Prdm1*-CKO and CTL mice (6- to 8-week-old females) were immunized with NP-CGG and spleens were isolated after 7 days. Costimulatory molecules, ICOS1, SLAM, OX40, PD1, and CD28, were stained and the percent of positive cells in Tfh cells (CXCR5^+^PD1^+^FOXP3^–^) or in DN (CXCR5-PD1-) within CD4 T cells are presented in (**A**) and the MFI of expression level of each molecule of Tfh cells is presented in (**B**). An open circle represents control mice and the closed circle represents *Prdm1-*CKO mice. Each dot represents an individual mouse, and the bar graph indicates the mean (*n* = 13 for control and *n* = 10 for KO) from 3 independent experiments. An unpaired 2-tailed Student’s *t* test (Mann-Whitney) was used.

**Figure 3:**
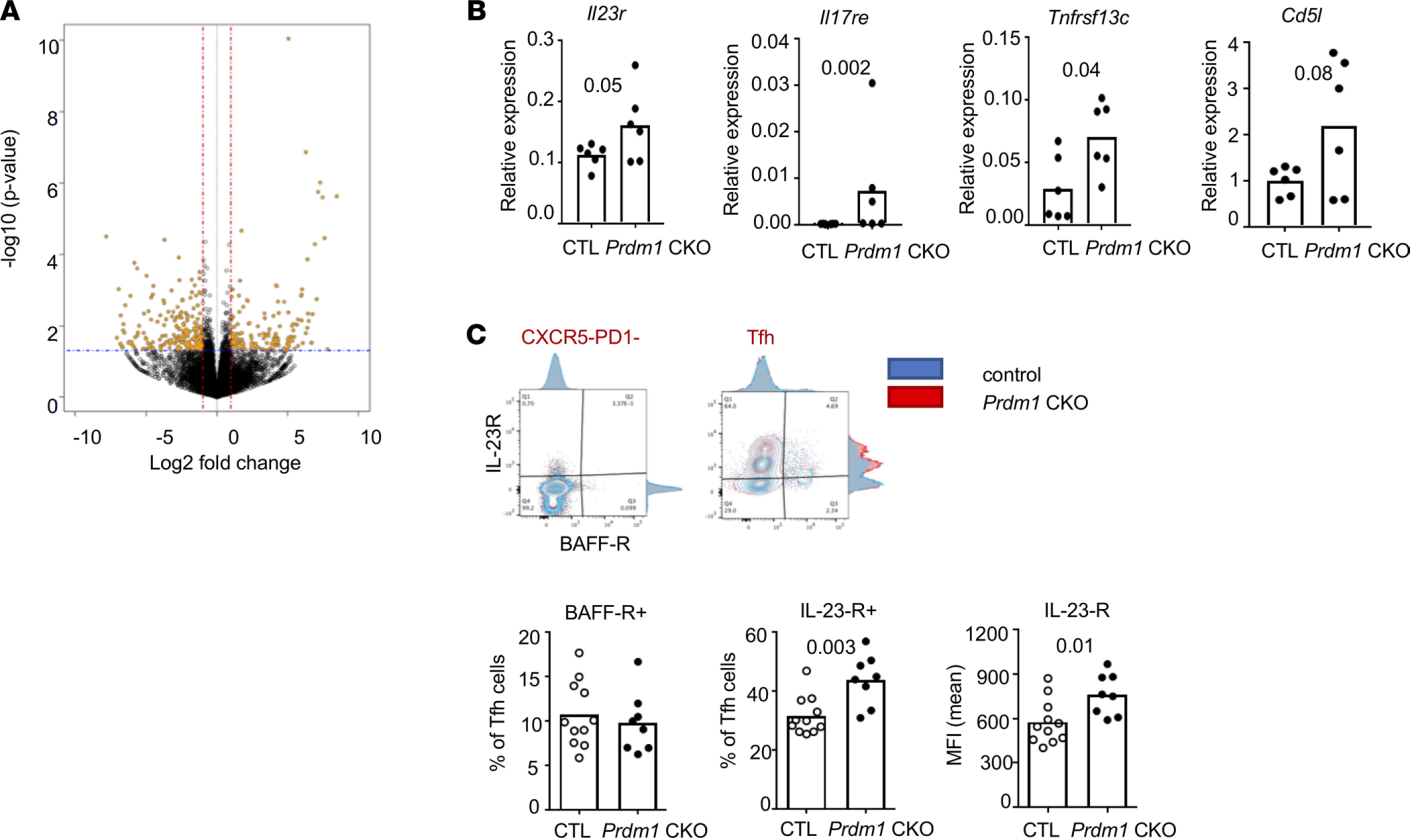
RNA-seq reveals an increased IL-17 pathway in Tfh cells from *Prdm1*-CKO mice. NP-CGG–immunized *Prdm1*-CKO and CTL mice were sacrificed at day 7 after immunization and transcriptome analysis were done by RNA-seq. (**A**) A volcano plot of differentially expressed genes was plotted. Positive fold change means gene expression is higher in *Prdm1*-CKO mice than control mice. To confirm the result in **A**, a separate cohort of mice was immunized and differential expression of genes in Tfh cells was measured by qPCR (**B**) (*n* = 6 for both CTL and KO). Protein expression of BAFF-R and IL-23R in CD4^+^ T cell subsets was measured by flow cytometry (**C**) (*n* = 11 for CTL and *n* = 8 for KO). A representative flow image of staining is on the top. Each dot represents an individual mouse, and the bar graph indicates the mean from 3 independent experiments. An unpaired 2-tailed Student’s *t* test (Mann-Whitney) was used.

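A set of 27 genes of IL-23 and IL-17 signaling was fixed before the data were examined, and 14 of them passed the expression filter. Their mean log2 fold change was -0.09, with 5 genes above 0. The mean log2 CPM of the tested genes was 5.42 ± 0.07 (SD, n = 3) in *Prdm1*-CKO and 5.49 ± 0.20 (SD, n = 3) in CTL mice (two-sided exact permutation test, p = 0.8). Without the expression filter, *Il23r* and *Il17re* entered with other genes of few counts, 22 genes were tested, and the mean log2 fold change turned to 0.58. Among the 14 genes, *Il6st* (standard error 0.47) and *Il1r1* (standard error 0.67) had the lowest log2 fold changes with all mice. Both were at -0.46 (adjusted p = 0.996 from edgeR). Without CTL replicate 2 they were at -0.15 and -0.48, so their order depends on that mouse.

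**Figure D5:**
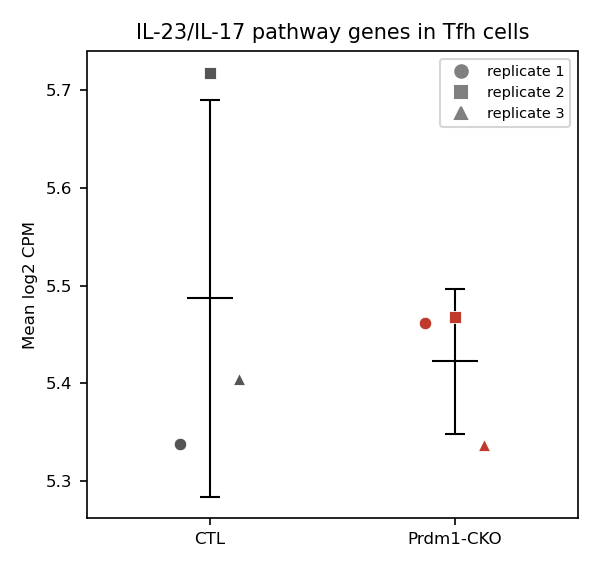
Mean log2 CPM of the pathway genes in each mouse with the group mean (long line) and SD (bars) of 3 mice. The groups overlap, and CTL replicate 2 is the highest of the 6 mice.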

**Figure 4:**
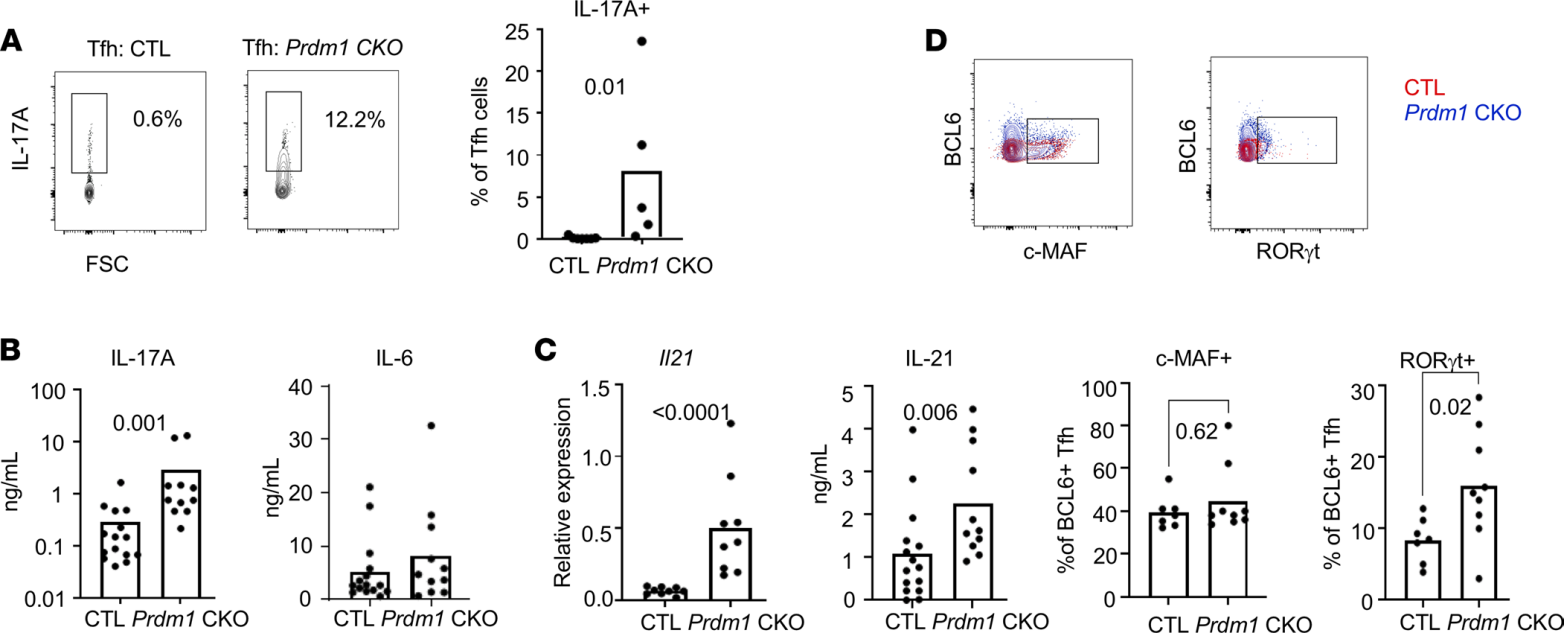
Increased IL-17– and IL-21–producing Tfh cells in *Prdm1-*CKO mice. Spleens were collected from NP-CGG–immunized *Prdm1*-CKO or control mice 7 days after immunization. (**A**) Intracellular IL-17A was measured in CD4^+^ Tfh cells by flow cytometry. Representative flow images are on the left panel and the graph is the quantitation of IL-17A^+^ cells within Tfh cells (*n* = 7 for CTL and *n* = 5 for KO). Three independent experiments were performed. (**B** and **C**) Isolated Tfh cells were cultured overnight, and the supernatant was collected for cytokine assay, the cells were lysed, and total RNA was isolated. IL-17, IL-6, and IL-21 levels were quantified by MSD and IL-21 mRNA was measured by qPCR. The bar represents the mean from 5 independent experiments and each dot represents an individual mouse (*n* = 15 for CTL and *n* = 11 for KO) (*n* = 9 for both CTL and KO, only for the 4C *Il21* qPCR experiment). (**D**) Intracellular staining of transcription factors (BCL6, c-MAF, and RORγt) was performed and measured within Tfh cells. Positive signal of BCL6 was obtained from Tfh cells and coexpression of c-MAF or RORγt was identified as in flow data (upper row). The percentage of c-MAF/BCL6 or RORγt/BCL6 was calculated from the total BCL6^+^ Tfh cells and the graph was made (bottom row). Each dot represents an individual animal and the bar represents the mean from 3 independent experiments (*n* = 7 for CTL and *n* = 9 for KO). An unpaired 2-tailed Student’s *t* test (Mann-Whitney) was used.

**Figure 5:**
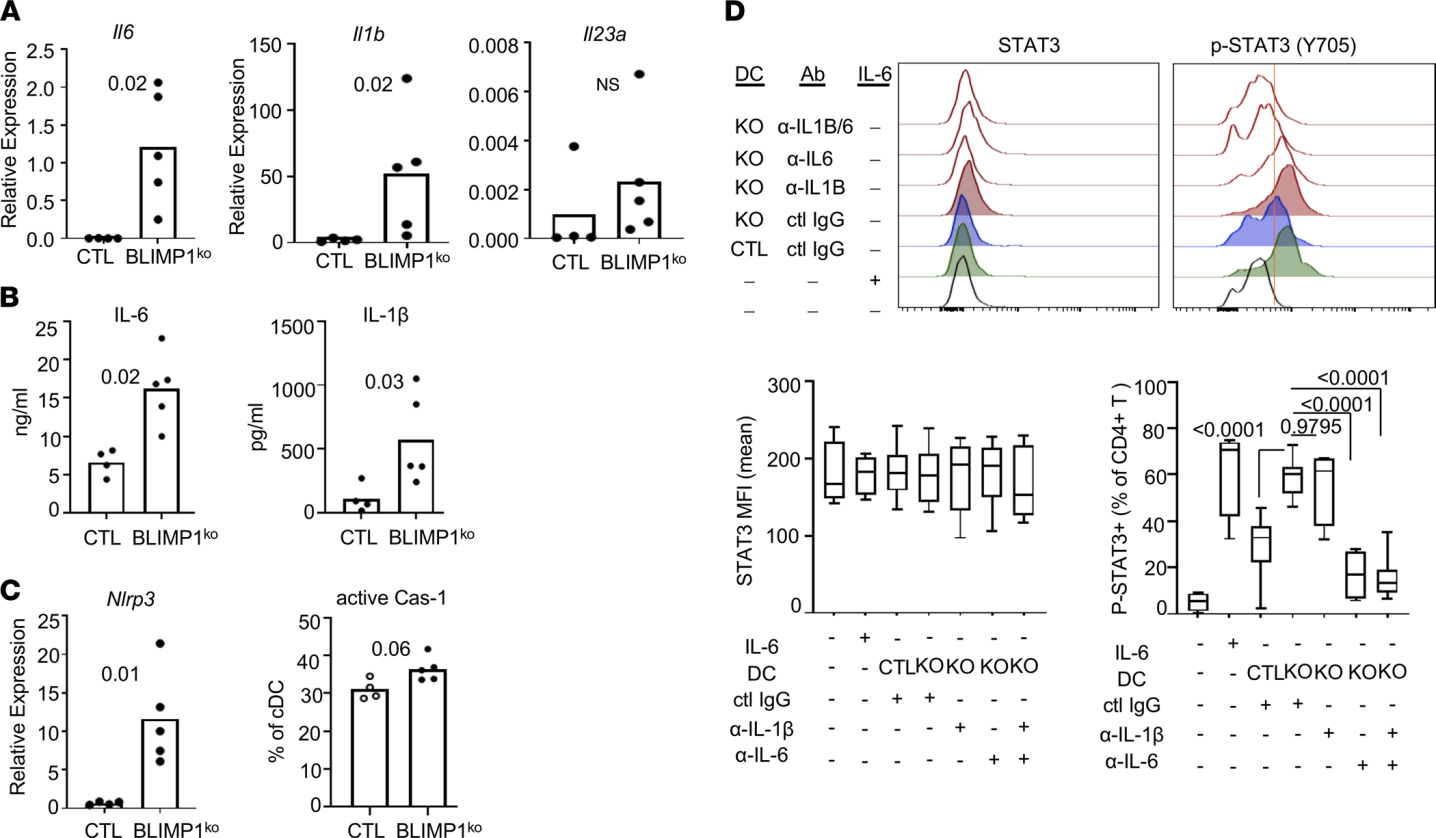
Increased activation of inflammasome and production of IL-1β and IL-6 in BLIMP-1–deficient DCs. *Prdm1-*CKO and control mice (6- to 8-week-old females) were immunized with NP-CGG, and spleens were collected at day 7 following immunization. cDCs (CD11c^hi^MHCII^hi^CD11b^+^) were purified by cell sorter and cultured for 4 hours, after which cells and supernatant were collected. (**A**) Transcript of cytokines were measured from the cells by qPCR, and (**B**) secreted cytokines in the supernatant were measured by MSD in 3 independent experiments (*n* = 4 for CTL and *n* = 5 or 6 for KO). (**C**) To measure the activation of the inflammasome pathway, transcripts of *Nlrp3* in cDCs were measured by qPCR and caspase-1 activity was measured by FAM-FLICA in cDCs. Each dot represents an individual mouse, and the bar represents the mean (*n* = 4 for CTL and *n* = 5 for KO) from 3 independent experiments. (**D**) STAT3 activation in naive T cells was measured. Naive CD4^+^ T cells and DCs were prepared, and T cells were stimulated with control DCs (CTL) or BLIMP-1–deficient DCs (KO) or rmIL-6 for 15 minutes. Neutralizing Abs of IL-6/IL-1β or control IgG were added during the stimulation in the indicated conditions. After the stimulation, cells were fixed and p-STAT3 and total STAT3 were measured by flow cytometry. Representative histogram images are on the upper row. A red line was drawn based on T alone without stimulation. Each dot represents an individual animal, and the bar represents the mean from 3 independent experiments (*n* = 12). An unpaired 2-tailed Student’s *t* test (Mann-Whitney) was used for **A–C** and 1-way ANOVA with Dunnett’s correction was used for **D**.

**Figure 6:**
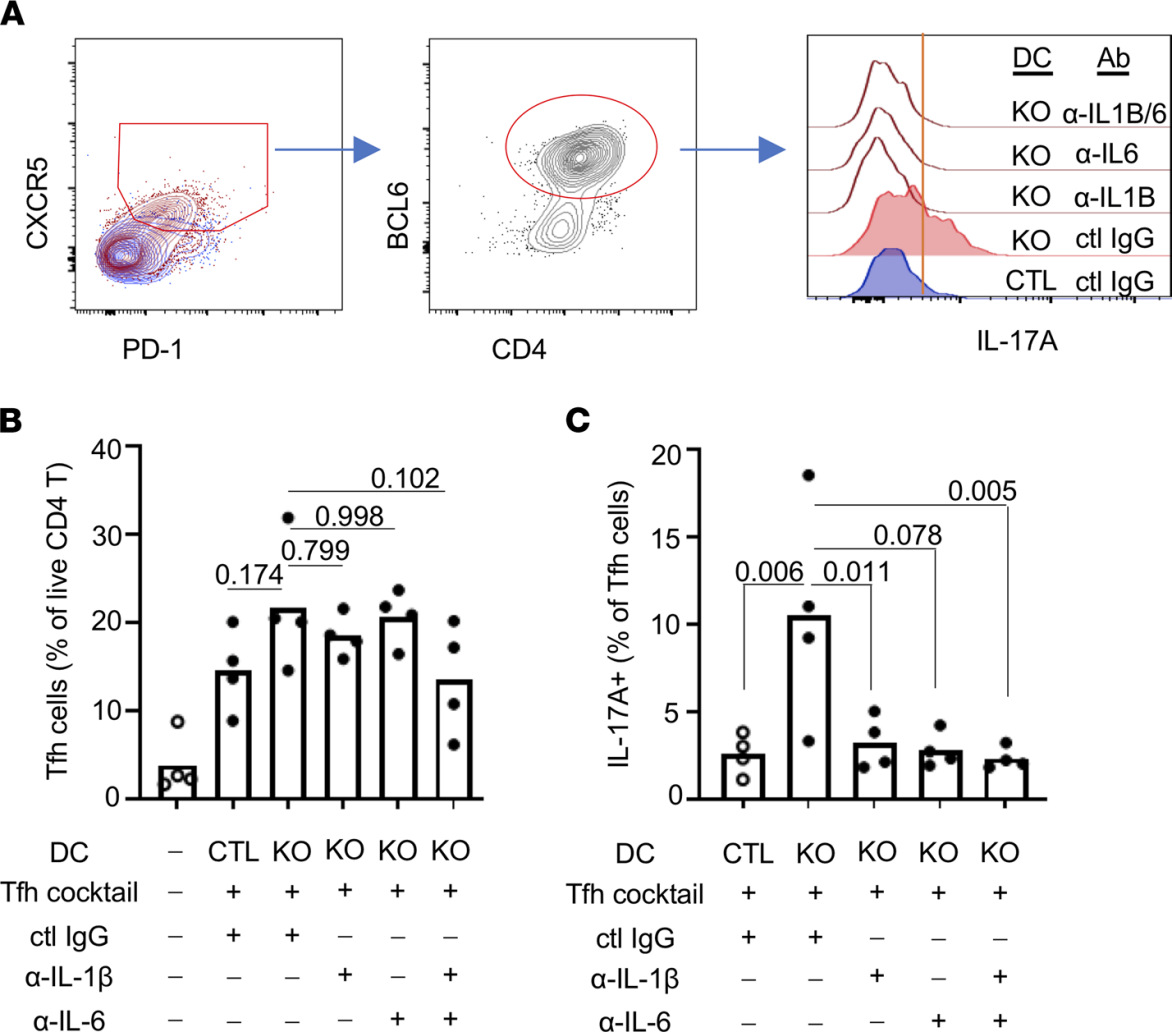
IL-6 and IL-1β are required for IL-17A production in Tfh cells. Spleens were collected from CTL or *Prdm1*-CKO mice on day 7 following NP-CGG immunization. DCs and B cells were cocultured with naive CD4^+^ T cells under Tfh differentiation condition. Neutralizing Ab of IL-6/IL-1β or control IgG was added during the stimulation in the indicated conditions. After 4 days in culture, cells were stimulated, fixed, and intracellular IL-17A was measured in CXCR5^+^PD1^+^CD4^+^BCL6^+^ Tfh cells by flow cytometry (**A**). Tfh cells within live CD4^+^ T cells (**B**) and IL-17A within Tfh cells (**C**) were measured by flow cytometry. Open circles represent CTL mice and the closed circles represent *Prdm1-*CKO mice. Each dot represents an individual mouse, and the bar graph represents the mean from 3 independent experiments (*n* = 4). An unpaired 2-tailed Student’s *t* test (Mann-Whitney) and 1-way ANOVA with Dunnett’s correction were used.

**Figure 7:**
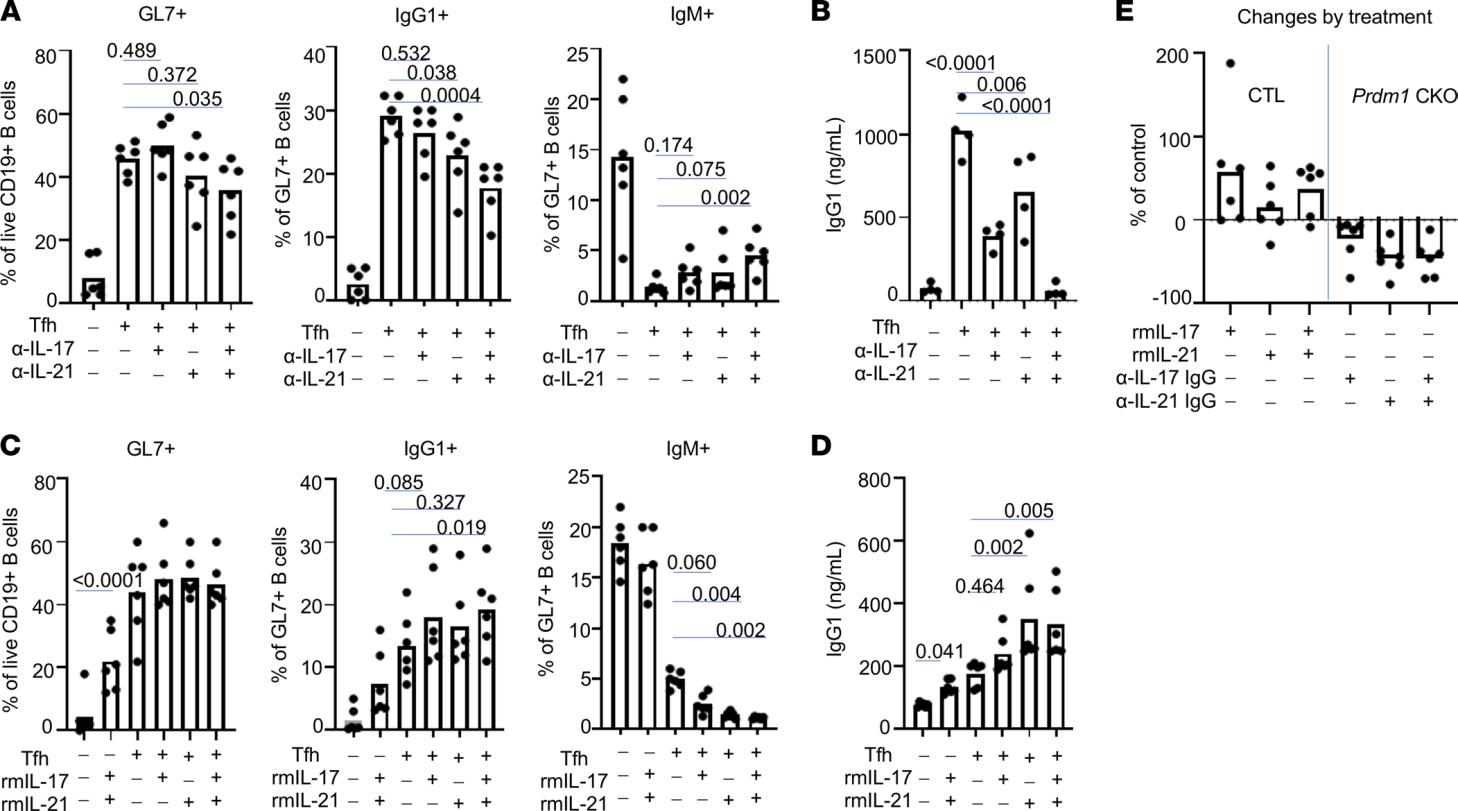
IL-17 and IL-21 from *Prdm1*-CKO Tfh cells are responsible for the increased PB differentiation. (**A**) B cells and Tfh were isolated from NP-CGG–immunized *Prdm1*-CKO mice, and they were cocultured in the presence of anti–IL-17 (10 μg/mL), anti–IL-21 (1 μg/mL) neutralizing Abs, or control IgG (10 μg/mL) as indicated in the figure. Proliferating B cells and IgG1 PB or IgM PB were identified by staining with GL7 and intracellular IgG1 and IgM within FVD-negative live B cells (*n* = 6, 3 independent experiments). (**B**) Supernatant from the **A** experiment was collected and IgG1 was quantified by ELISA (*n* = 4, 3 independent experiments). (**C**) B cells and Tfh were isolated from NP-CGG–immunized control mice, and they were cocultured in the presence of rmIL-17 (1 ng/mL) or rmIL-21 (1 ng/mL). Proliferating B cells, IgG1 PB, and IgM PB were identified by staining with GL7 and intracellular IgG1 and IgM (*n* = 6, 3 independent experiments). (**D**) Supernatant from the **C** experiment was collected and IgG1 was measured by ELISA. (**E**) The difference in IgG1 PB was calculated as follow: for CTL Tfh (first 3 columns), (IgG1 PB from rm cytokine-treated groups IgG1 PB of no exogenous cytokine group)/IgG1 PB of no exogenous cytokine group x 100; for *Prdm1*-CKO Tfh (last 3 columns), and (IgG1 PB from neutralizing IgG–treated group IgG1 PB of ctl-IgG–treated group)/IgG1 PB of ctl-IgG–treated group x 100. Each dot represents an individual mouse, and the bar graph represents the mean (*n* = 6, 3 independent experiments). A 1-way ANOVA with Dunnett’s correction was used.

# Supplementary material for: IL-17–producing follicular Th cells enhance plasma cell differentiation in lupus-prone mice
**Source:** JCI Insight. 2022 Jun 8;7(11):e157332. doi: 10.1172/jci.insight.157332
**Supplement:** Supplemental data

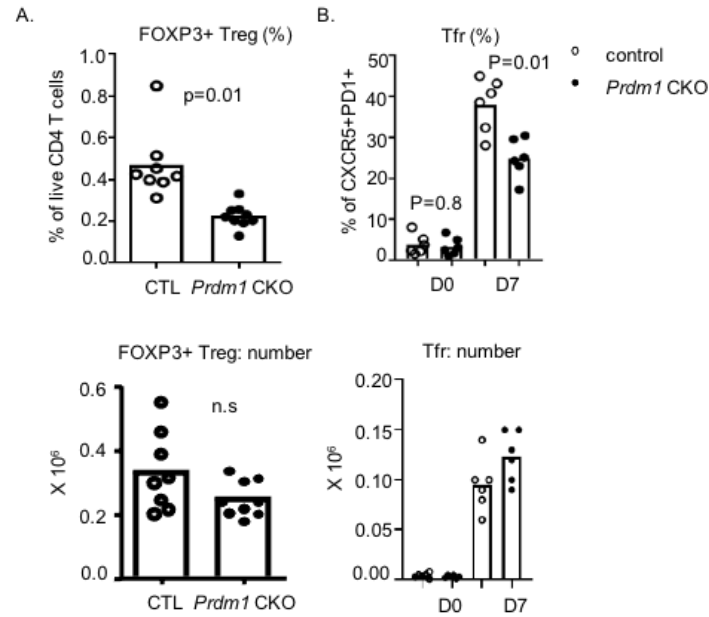

**Supplemental figure 1. Frequency and number of Treg and Tfr cells in *Prdm1* CKO mice.**

**(A)** 6-8 weeks old female FOXP3-GFP *Prdm1* CKO mice and gender/ age-matched littermate control mice were used to investigate FOXP3+ CD4+ Treg cells in the spleens. Percent and number of Treg cells were calculated and plotted. **(B)** To induce Tfr cells, 6-8 weeks old female FOXP3-GFP *Prdm1* CKO mice and gender and age-matched littermate control mice were immunized with NP-CGG (100 µg) in CFA i.p. Unimmunized group (D0) and immunized group (D7) of mice were sacrificed and Tfr cells were identified by flow cytometry analysis. Each dot represents an individual mouse, and the bar graph indicates mean (n=3).

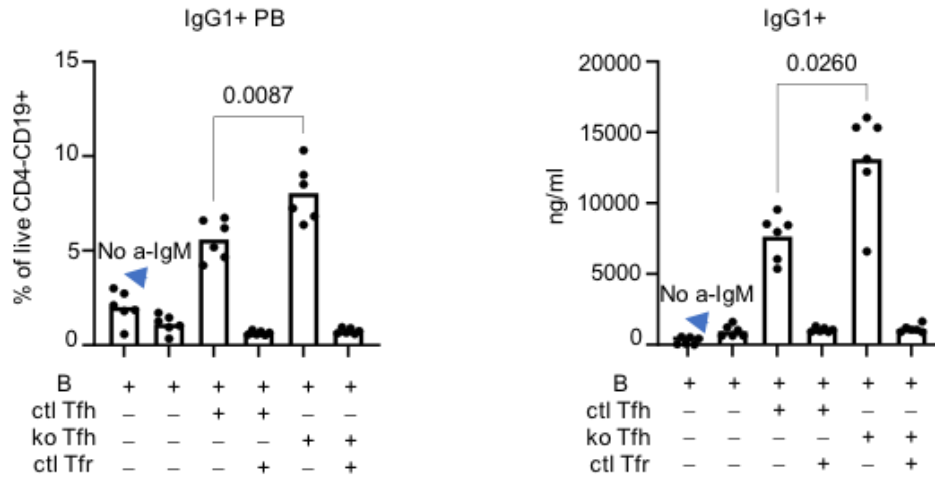

**Supplemental figure 2. Increased IgG1+ PB differentiation by Tfh cells from *Prdm1* CKO mice.** 6-8 weeks old female FOXP3-GFP; *Prdm1* CKO or FOXP3-GFP; control mice were immunized with NP-CGG s.c. and B cells (CD19+), Tfh (TCR $\beta$ +CD4+CXCR5+PD1+FOXP3-) and Tfr (TCR $\beta$ +CD4+CXCR5+PD1+FOXP3+) cells were isolated from draining lymph nodes by cell sorter. Isolated B cells were cultured alone, with Tfh or with Tfh and Tfr in the presence of anti-IgM+ anti-CD3 as indicated in the figure except the B alone with blue arrow (no anti-IgM or anti-CD3 was added). After 7 days of culture, PB was identified by staining of GL7, IgG1 and IgM and calculated **(A)**. **(B)** Secreted IgG1 in the supernatant was measured by ELISA. Each dot represents an individual mouse, and the bar represents the mean (n=3).

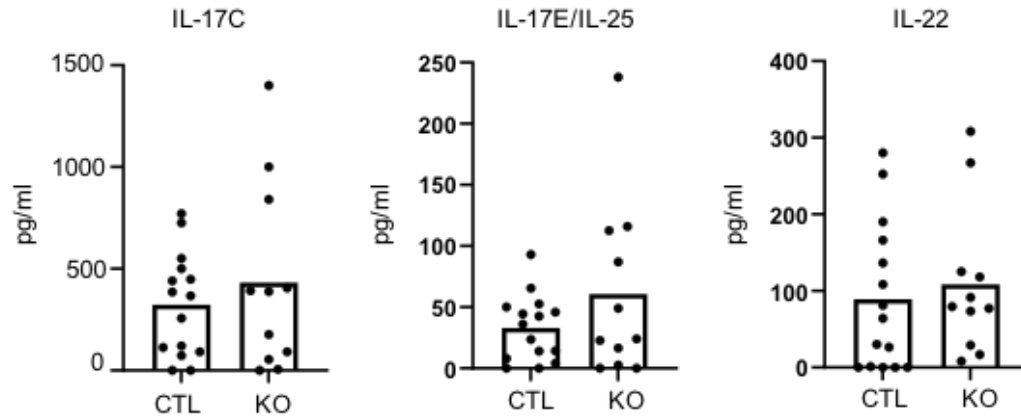

**Supplemental figure 3. IL-17 family cytokines secreted from Tfh cells.** Spleens were collected from day 7 post NP-immunized *Prdm1* CKO or littermate CTL mice. Tfh cells were isolated and cultured overnight. Next day, the supernatant was collected and measured by MSD. The bar represents the mean, and each dot represents an individual mouse (n=5).

**Supplemental table 1. Increased expression in Tfh of Prdm1 CKO mice compared to CTL mice.**

**Supplemental table 2. Decreased expression in Tfh of Prdm1 CKO mice compared to CTL mice.**

How the deposited data were processed for this re-analysis (not part of the article)

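The RNA-seq data cover splenic Tfh cells of 3 CTL and 3 Prdm1-CKO female mice, taken on day 7 after immunization. The authors made Smart-seq2 libraries, sequenced them as paired reads of 25 bp, aligned them to GRCm38 and counted reads per gene with featureCounts. The deposited values are raw counts, 1 library per mouse, with no normalization. The paper's text does not name the aligner, the strandedness, the handling of multiply aligned reads, or whether the mates of a pair were counted as 1 fragment. Sample labels call the second group a knockout in the titles and a knockdown in the genotype field, and it was taken as the paper's Prdm1-CKO group. The qPCR, flow cytometry and ELISA experiments were not analysed here.

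Each library listed 53379 gene identifiers. Symbols, lengths and coordinates came from GENCODE M21 on GRCm38, which holds 53274 of the identifiers, 50604 of them in the same version, and coordinates are given only for those. No pair of libraries was identical. Total counts were 14177558, 8623180 and 7147601 in CTL replicates 1 to 3 and 16973392, 9753574 and 14885913 in Prdm1-CKO replicates 1 to 3. The transcript with the most counts, CT010467.1, took between 5.14% and 14.7% of the counts of a library. Mitochondrial genes took between 2.11% and 5.83%, and immunoglobulin genes between 0.340% and 0.877%.

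The main test was edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter and the quasi-likelihood F test for 3 against 3 mice, without a covariate, since neither the labels nor the paper gives one. P values were adjusted by the Benjamini-Hochberg method over the 14555 genes tested. An exact permutation test of 3 mice against 3 cannot give a two-sided p under 0.1. Levels are CPM with TMM factors, and log2 CPM used a prior count of 2. Counts of 3 or fewer in every mouse of a group were treated as a floor, and a fold against such a group is a lower bound. Such a bound compares group means and leaves out the spread between mice. Gene sets were tested with camera from limma 3.58.1, at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 8 cell type marker sets, and the mean log2 CPM of each set was compared by an exact permutation test. The named genes are every gene the paper names in connection with Tfh RNA or protein, the 5 genes higher and the 5 lower in Prdm1-CKO Tfh with the smallest p, and the members of the gene sets. Of these, 1 gene is not reported here by itself, and it stays in every fit and gene set.

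The steps were tested on simulated data with 200 changed genes at 4-fold. The edgeR test recovered 60.5% of them at an adjusted p under 0.05 with 4 false calls, and DESeq2 1.42.0 recovered 73.5% with 45 false calls. Beyond the genes changed on purpose, the simulated mice differed in library size and random spread only. No simulated library was set apart as CTL replicate 2 was. Of the unchanged simulated genes, 4.42% had an unadjusted p under 0.05 in edgeR, against 2.35% of the genes in the data. The recovered share therefore does not carry over to the real libraries, where finding 0 genes cannot exclude 4-fold changes. Alternatives set in advance were DESeq2's size factors, DESeq2's Wald test, no filter, at least 10 counts in every mouse, the replicate number as a block, the immunoglobulin genes left out, a correction for gene length, that correction with the block, the rotation test fry for gene sets, and each mouse left out in turn. Alternatives chosen after seeing the data were voom with sample quality weights, DESeq2 with 3 other filters, and counts halved and rounded up. Libraries were also thinned to 7147601 counts to compare them at equal depth. The paper's Supplemental Tables 1 and 2 were used for comparison only.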

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

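All tests in this part were chosen only after the result was seen. The genes below have the smallest p among genes higher in Prdm1-CKO Tfh, had at most 3 counts in every CTL mouse and at least 10 in every Prdm1-CKO mouse. They stand in the paper's Supplemental Table 1, and its text does not discuss them. Their adjusted p was 0.996 in edgeR and between 8.14e-04 and 0.00374 in DESeq2, and without a filter it was between 0.0928 and 0.1000 in edgeR.

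Gm35028 had 0 counts in each CTL mouse and 35, 37 and 52 counts in the Prdm1-CKO mice, with a mean level at least 9.25-fold higher. This noncoding gene lies on chromosome 10 of GRCm38 from 44418400 to 44424324, on the same strand as Prdm1 and 12852 bp past its 3' end. At the rate of the Prdm1-CKO mice, 89.2 counts would be expected in the CTL mice, so lower depth does not account for the 0 counts. In a window of 1e+06 bp on each side of Prdm1, 14 other genes were tested, and 0 had an unadjusted p under 0.05, with log2 fold changes from -0.13 to 1.68, which gives no sign of a chromosome segment around Prdm1 that differs between the groups but cannot exclude it in 3 mice against 3. A gene at 0 counts in 3 mice and at 35 or more in each of the other 3 was also found in 3 of the 4 splits of the 6 mice that part all same-numbered pairs, the real split included, and in 4 of all 10. A candidate explanation is transcription from the modified Prdm1 allele, which the distance of 12852 bp alone cannot settle. Prdm1 itself had a log2 fold change of 0.09 (adjusted p = 0.996 from edgeR), and the labels do not say which CTL mice carried a modified allele, so the pattern may reflect the allele rather than a response of the Tfh cells.

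Among immunoglobulin V genes, the mean level of Igkv5-48 was at least 16.5-fold higher, of Ighv1-50 at least 10.3-fold higher and of Igkv1-122 at least 8.30-fold higher in Prdm1-CKO mice. Prdm1-CKO replicates 1 to 3 had 6.69, 1.42 and 2.25 CPM of Ighv1-50, so its bound leans on replicate 1. They had 5.62, 5.48 and 5.40 CPM of Igkv5-48 and 2.47, 2.43 and 3.42 CPM of Igkv1-122. Of 102 V genes tested, 13 were higher and 2 lower at an unadjusted p under 0.05, and 66 had a log2 fold change above 0. Within groups, the median SD of log2 CPM was higher for V genes than for other genes in each of 5 bins of expression, and the median over the bins of the ratio between the 2 was 3.16. That spread, taken over V genes as a set, could come from RNA of B or plasma cells that use other V genes in each mouse. Igkv5-48 and Igkv1-122, at the levels given above, did not show such a spread among the Prdm1-CKO mice. As many V genes with an unadjusted p under 0.05 were found in 1 of the 4 splits that part all same-numbered pairs, the real split alone, and in 2 of all 10. The total of V gene counts differed by 0.71 on the log2 scale (two-sided exact permutation test, p = 0.3). It was 933, 455 and 985 CPM in CTL replicates 1 to 3 and 874, 1327 and 1563 CPM in Prdm1-CKO replicates 1 to 3. The difference therefore rests in part on CTL replicate 2. Reads shared between V genes of like sequence were not tested. A change in the B cells that reach the sorted fraction cannot be told apart from chance in 3 mice against 3.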

How the results depend on the processing

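All alternatives in this part were set before the data were examined, apart from voom, the halved counts and the DESeq2 filters, which were chosen after seeing the data. Values are 135 genes higher and 207 lower at an unadjusted p under 0.05, 68 and 101 over 2-fold, 46 and 67 past a log2 fold change of 1.5, and 0 and 0 at an adjusted p under 0.05. The cause of each change below was not tested unless a value is given for it.

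DESeq2's Wald test gave 7 genes higher and 2 lower at an adjusted p under 0.05, 264 and 417 at an unadjusted p under 0.05, 165 and 280 over 2-fold, and 134 and 215 past 1.5. The mean log2 fold change of the IL-23/IL-17 pathway set turned from -0.09 to 0.50 (camera p from limma = 0.497), and 295 genes of the paper's Supplemental Table 2 had an unadjusted p under 0.05 against 191. Without a filter these numbers were 1 gene higher at an adjusted p under 0.05, 426 and 510, 303 and 377, and 275 and 332, the pathway set was at 0.58, and the Treg set, -0.17 with an adjusted p of 0.0483 in camera from limma, was at -0.15 and no longer past the threshold. The tested genes of the pathway set rose from 14 to 22, which shows that genes with few counts carry the turn in the pathway set. At least 10 counts in every mouse left 30 genes higher over 2-fold, 4 higher and 26 lower past 1.5, and the Treg set at -0.17 above the threshold. The replicate number as a block gave 81 genes higher and 73 lower over 2-fold, which reversed the balance, and 44 and 44 past 1.5. It put the Treg set at -0.15 above the threshold, Il21 at -0.19 against 0.07, and Rplp1 at 0.0081 against -0.03. Replicates with the same number were different animals, and the mean correlation of their residuals was 0.068 against -0.033 for other pairs. The length correction put the Treg set at -0.14, the Tfh set at -0.0041 against 0.0038, Icos at -0.019 against 0.0065 and Tnfrsf4 at -0.012 against 0.07. Together with the block it gave 202 genes higher and 175 lower, Treg at -0.12, Il21 at -0.19, Icos at -0.011, Tnfrsf4 at -0.010 and 122 genes of Supplemental Table 2. Leaving out immunoglobulin genes put the Treg set at -0.17 above the threshold, and DESeq2's size factors turned the Tfh set to -0.00098. The rotation test fry took the sets B cell (0.92), plasma cell (0.56), macrophage (0.54), erythroid (1.51), basophil and mast cell (-0.70), CD8 and NK cell (-0.48) and Treg (-0.17) above the threshold, with adjusted p values from limma between 0.0760 and 0.391.

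Among the alternatives chosen after seeing the data, voom with sample quality weights gave 268 genes higher and 203 lower at an unadjusted p under 0.05, 36 lower past 1.5, the pathway set at 0.0082, Il17rb at 0.094, Il21 at -0.014, Bcl6 at -0.046, Tnfrsf4 at -0.030 and 126 genes of Supplemental Table 2. It gave CTL replicate 2 a weight of 0.330, the lowest of the 6. Halved counts gave 29 genes higher and 33 lower past 1.5 and the Tfh set at -0.00010. DESeq2 on genes with at least 10 counts in 3 mice gave 5 genes higher at an adjusted p under 0.05, the pathway set at 0.20 and the Tfh set at -0.0039. DESeq2 on genes with a mean count over 5 gave 6 such genes, 233 and 366 at an unadjusted p under 0.05, 130 and 204 over 2-fold, 102 and 148 past 1.5, the pathway set at 0.47, the Treg set at -0.17 above the threshold and 306 genes of Supplemental Table 2. DESeq2 on genes with a total count of 10 or more gave 9 higher and 3 lower, 279 and 406, 166 and 243, 135 and 180, the pathway set at 0.60 and 310 genes of Supplemental Table 2.

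Across the 6 fits that each left out one mouse, genes at an unadjusted p under 0.05 ran from 58 to 580 higher and from 107 to 617 lower, those over 2-fold from 39 to 375 and from 71 to 262, and those past 1.5 from 27 to 277 and from 50 to 167. The share of genes that were higher, 39.5% with all mice, was 62.0% without CTL replicate 2, 54.9% without CTL replicate 1 and 29.3% without Prdm1-CKO replicate 2. At an adjusted p under 0.05 every one of these fits gave 0 genes in both directions. The pathway set ran from -0.12 to 0.49, plasma cell from 0.22 to 0.86, basophil and mast cell from -1.03 to -0.41, Tfh from -0.10 to 0.22 and Treg from -0.26 to -0.10. The other sets kept their direction, with B cell from 0.59 to 1.44 and macrophage from 0.21 to 1.04. Erythroid ran from 1.00 to 1.93 and CD8 and NK cell from -0.55 to -0.42. Adjusted p in camera from limma came above the threshold for Treg without CTL replicate 1 or 2 or Prdm1-CKO replicate 2 or 3, for basophil and mast cell without CTL replicate 1 or 2 and for plasma cell without CTL replicate 2. Log2 fold changes ran from -0.11 to 0.40 for Il17ra, -0.55 to 0.43 for Il17rb, -0.78 to 0.41 for Il21, -0.37 to 0.017 for Maf, -0.20 to 0.26 for Bcl6, -0.32 to 0.18 for Cxcr5, -0.17 to 0.37 for Pdcd1, -0.10 to 0.17 for Icos, -0.10 to 0.24 for Tnfrsf4 and -0.23 to 0.32 for Rplp1. Genes of Supplemental Table 1 with an unadjusted p under 0.05 ran from 45 to 102 against 119, and of Supplemental Table 2 from 67 to 205 against 191.

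For named genes, the 24 other results that changed all became stronger, with an adjusted p under 0.05 in a DESeq2 fit or without a filter. The log2 fold changes of Tnfrsf13c, Cd5l and Cd109 kept their direction in each fit that tested them. Cd109 was not tested without Prdm1-CKO replicate 1, which held 140 counts against 32 and 10 in the other Prdm1-CKO mice. It was also not tested with halved counts or with at least 10 counts in every mouse. Il23r and Il17re did not pass the main filter. Among the alternatives, Il23r was tested without a filter, in all DESeq2 fits and without CTL replicate 2 or 3. Il17re was tested without a filter, in all DESeq2 fits but that with 10 counts in 3 mice, without each CTL replicate in turn and without Prdm1-CKO replicate 1. Their lower bounds are set by at most 3 counts in the CTL mice.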

Differences from the paper's values

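A setting is said below to come within range where its value and the paper's lie within 1.5 times of each other, on either side, so its difference from the paper may still be larger than that of edgeR.

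The paper states 185 genes with increased expression at a cutoff of over 2-fold and 330 with decreased expression at a cutoff of under -0.5-fold, and edgeR gave 68 and 101, with the second cutoff taken here as a decrease of over 2-fold. Of the alternatives set before the data were examined, DESeq2's Wald test came within range of both, with 165 and 280. The fit without CTL replicate 3 came within range of the first with 166, and no filter, with 377, and the fit without CTL replicate 1, with 262, of the second, while the rest did not. DESeq2 on genes with a total count of 10 or more, chosen after seeing the values, gave 166 and 243, and DESeq2 on genes with a mean count over 5, also chosen after seeing the values, came within range of the first with 130.

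In the paper's Supplemental Tables, 6 genes higher in Prdm1-CKO Tfh have an adjusted p under 0.05, against 0 in edgeR, where 135 had an unadjusted p under 0.05. DESeq2's Wald test gave 7, within range, and the other alternatives set before the data were examined did not come within range. It also gave 2 genes lower, where the paper's tables and edgeR have 0. The DESeq2 fits with a filter of 10 counts in 3 mice (5), a mean count over 5 (6) and a total count of 10 or more (9) were also within range and were chosen after seeing the values, and the last of them gave 3 genes lower.

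The paper's Supplemental Table 2 holds 328 genes with a negative log2 fold change, all at an unadjusted p under 0.05, against 207 lower in edgeR. DESeq2's Wald test (417) and the fit without CTL replicate 1 (477, further from the paper's number than edgeR's) came within range, and the other alternatives set before the data were examined did not. The same DESeq2 filters, chosen after seeing the values, gave 302, 366 and 406.

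Over 2-fold, the paper's tables hold 110 genes higher and 190 lower, against 68 and 101 in edgeR. Of the alternatives set before the data were examined, DESeq2's Wald test (165 and 280) came within range of both, from above and with differences no smaller than those of edgeR. The replicate block (81), the block with the length correction (78), and the fits without CTL replicate 2 (123) and without Prdm1-CKO replicate 1 (74) came within range of the first, the fits without CTL replicate 1 (262) and 3 (218) of the second, and the rest did not. Among those chosen after seeing the values, voom (100) came within range of the first, DESeq2 with 10 counts in 3 mice (91 and 135) and with a mean count over 5 (130 and 204) of both, and DESeq2 with a total count of 10 or more (243) of the second.

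Past a log2 fold change of 1.5, the paper's tables hold 82 genes higher and 136 lower, against 46 and 67 in edgeR. Of the alternatives set before the data were examined, the fit without CTL replicate 3 came within range of both (121 and 130), though 121 is further from the paper's number than 46, that without CTL replicate 2 (88) of the first and that without CTL replicate 1 (167) of the second, and the rest, DESeq2's Wald test included, did not. Among those chosen after seeing the values, DESeq2 with a mean count over 5 (102 and 148) came within range of both, with 10 counts in 3 mice (63) of the first and with a total count of 10 or more (180) of the second.

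The paper presents Supplemental Table 2 as genes with decreased expression, and 2 of its genes have a positive log2 fold change there. The smallest log2 fold change in the paper's Supplemental Table 1 is 0.38, under the 2-fold cutoff that the text names. The paper states an increased IL-17 pathway in its legend, and the mean log2 fold change of the pathway set was -0.09 in edgeR, whose filter left out Il23r and Il17re, 0.50 in DESeq2's Wald test and 0.58 in edgeR without a filter. The paper also measured Il23r and Il17re by qPCR in a separate cohort, and IL-23R and IL-17 as protein. The mean of a gene set is a different measure and does not test those results.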

Other observations

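The tests of B cell RNA, macrophage RNA, gene length and the number of genes with an unadjusted p under 0.05 across splits were set in advance, and all other tests in this part were chosen only after the result was seen. With 3 mice against 3, all 10 splits together cannot give a share under 0.1, and fewer splits cannot go as low. Comparisons use the 4 splits of the 6 mice that part all same-numbered pairs, the real split included, and the other 6 of the 10 part only 1 pair.

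The number of genes with an unadjusted p under 0.05, 342, was reached in 2 of the 4 splits and in 7 of all 10, and the range over the 10 was 157 to 1145. At an adjusted p under 0.05 the real split gave 0 genes, a number that 4 of the 4 splits reach by definition, and 1 of all 10 splits gave 4 genes. Over 2-fold the real split gave 169 genes, reached in 1 of the 4 splits and 5 of all 10, and past a log2 fold change of 1.5 it gave 113 genes, reached in 1 of the 4 splits and 4 of all 10. By none of these numbers could the real split be told apart from other groupings of these mice.

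CTL replicate 2 may have lost transcripts in its library. It had 406 genes at 0 counts that had at least 10 counts in each of the other 5 mice, where CTL replicate 3 had 38 and the other mice at most 3. Lower depth does not account for this, since thinned to 7147601 counts it had 16523 genes with a count, against 18480 to 19931 in the other mice. Of 255 tested genes of the paper's Supplemental Table 2, 79.6% had their highest CTL level in CTL replicate 2, against 34.9% of all genes tested. More genes were lower than higher at an unadjusted p under 0.05, and the share that were higher rose from 39.5% to 62.0% without CTL replicate 2. Leaving out another mouse, CTL replicate 1, also raised it, to 54.9%, so the balance depends on more than the library of CTL replicate 2. It also depended on the processing. Among the alternatives set in advance that kept all mice, the share ran from 34.1% with at least 10 counts in every mouse to 53.6% with the replicate block and length correction. No biological explanation was tested.

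Genes lower in Prdm1-CKO Tfh were longer, with a median exonic length of 5005 bases at an unadjusted p under 0.05, against 3372 for genes higher and 3783 for all. Across genes, which are not independent replicates, Spearman's rho of log2 fold change with length was -0.155. Per mouse the same rho ran from -0.238 in CTL replicate 3 to 0.196 in CTL replicate 2. The trend may therefore reflect a difference in RNA integrity or transcript coverage between mice. The paper made libraries only from RNA above a set integrity number, and it gives no integrity value per mouse. With each mouse left out in turn, rho across genes ran from -0.221 without CTL replicate 3 to -0.021 without CTL replicate 2, with -0.072 without CTL replicate 1 and -0.080 without Prdm1-CKO replicate 2, so it depends on more than 1 mouse. It was -0.200 with at least 10 counts in every mouse and -0.040 in DESeq2's Wald test. A trend as strong was seen in 3 of the 4 splits.

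Marker sets for other cells differed by camera from limma. The B cell set had a mean log2 fold change of 0.92 with 14 of 14 genes higher (adjusted p = 6.47e-08), the macrophage set 0.54 with 14 of 14 (adjusted p = 1.93e-06), the plasma cell set 0.56 with 9 of 10 (adjusted p = 2.40e-04) and the erythroid set 1.51 with 4 of 4 (adjusted p = 1.45e-04), while the CD8 and NK cell set was at -0.48 with 4 of 10 higher (adjusted p = 1.73e-04) and the basophil and mast cell set at -0.70 with 2 of 9 higher (adjusted p = 0.00257). For the IL-23/IL-17 pathway set, tested on its own, the camera p was 0.243 and ranged over its other settings from 0.194 with the replicate block to 0.998 without CTL replicate 3. Camera compares the genes of a set with the other genes, at a preset correlation between genes, and by exact permutation of the 6 mice, two-sided p was 0.2 for B cell, 0.3 for macrophage, 0.2 for plasma cell and erythroid, 0.1 for CD8 and NK cell and 0.7 for basophil and mast cell. As small a camera p was found in 1 of the 4 splits for the B cell, plasma cell, erythroid, CD8 and NK cell and Treg sets, in 2 of the 4 splits for the macrophage, basophil and mast cell and IL-23/IL-17 pathway sets, and in 4 of the 4 splits for the Tfh set. Of all 10 splits it was found in 1, the real one, for the B cell, plasma cell and CD8 and NK cell sets, in 2 for erythroid and Treg, in 3 for macrophage, in 4 for basophil and mast cell and the IL-23/IL-17 pathway, and in 9 for Tfh.

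Tnfrsf13c followed the B cell set across the 6 mice (Pearson's r = 0.958, exact permutation p = 0.00833), so RNA from B cells in the sorted Tfh cells may account for part or all of its increase. After the level of the B cell set was subtracted, the difference in Tnfrsf13c was -0.24 on the log2 scale of CPM (two-sided exact permutation test, p = 0.7). The sign depends on the scale, since by edgeR's log2 fold changes Tnfrsf13c exceeded the set, at 1.09 against 0.92 with all mice and 0.76 against 0.59 without CTL replicate 2. Cd5l followed the macrophage set (Pearson's r = 0.887, exact permutation p = 0.00972), but that relation rests on CTL replicates 2 and 3. After the level of the macrophage set was subtracted, the difference in Cd5l fell from 0.93 to 0.14 on the log2 scale of CPM (two-sided exact permutation test, p = 0.7). By edgeR's log2 fold changes more of it remained, with Cd5l at 0.92 and the set at 0.54 with all mice, and 0.72 and 0.21 without CTL replicate 2. The macrophage set had a mean log2 CPM of 5.78 ± 0.94 (SD, n = 3) in CTL and 6.58 ± 0.20 (SD, n = 3) in Prdm1-CKO mice. The Tfh set was at 6.36 and 6.39, so macrophage markers were well counted in both groups. Whether RNA from macrophages accounts for the rise in Cd5l cannot be told apart from other sources. A rise of both genes within Tfh cells was not tested, since the counts come from the sorted fraction as a whole.

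Genes with at most 3 counts in every mouse of one group and more in every mouse of the other numbered 146, of which 134 were low in CTL. With all libraries thinned to 7147601 counts they numbered 99, of which 66 were low in CTL and 33 in Prdm1-CKO mice. Lower depth of the CTL libraries may therefore account for part of the excess. The other splits ranged from 78 to 294 before thinning and from 73 to 130 after it. The real split lay within the range both times, so the range cannot decide this. At equal depth 1 of the 4 splits, the real one, had as many. Il23r and Il17re belong to these genes, at equal depth as well.

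Even counts were in excess among genes with 1 to 20 counts, with at least 56.7% even in each mouse, and each of the 9 even values from 2 to 18 was more frequent than the mean of the odd values beside it in all mice. This is consistent with both mates of a read pair counted separately, in which case each count holds fewer independent molecules than its number. Halved counts left 311 genes with an unadjusted p under 0.05, of which 284 were among the 342.

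Other genes the paper names had log2 fold changes of 0.07 for Il21, -1.01 for Il6, -0.19 for Maf, 0.01 for Bcl6, -0.13 for Cxcr5, 0.06 for Pdcd1, 0.01 for Icos, -0.36 for Cd28, -0.30 for Slamf1, 0.07 for Tnfrsf4, -0.14 for Foxp3 and -0.03 for Rplp1, with adjusted p values between 0.996 and 0.998 in edgeR. Il21 was at 41.7, 14.3 and 10.4 CPM in Prdm1-CKO replicates 1 to 3 and at 14.5, 24.5 and 24.8 CPM in CTL replicates 1 to 3. Its value therefore leans on Prdm1-CKO replicate 1. The paper reports higher Il21 mRNA in Prdm1-CKO Tfh by qPCR, after overnight culture, which is a different condition and set of mice. With each mouse left out in turn, the value for Il6 ran from -1.54 to -0.30, the last without CTL replicate 2. Polr2a, a reference gene of the paper's qPCR, was at -0.46 (standard error 0.19, adjusted p = 0.996 from edgeR). Cd28 and Polr2a stand in the paper's Supplemental Table 2, and their unadjusted p in edgeR was 0.0247 and 0.0428. Immunoglobulin V genes make up 30 of the 185 genes of the paper's Supplemental Table 1.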
